# *fmo-4* promotes longevity and stress resistance via ER to mitochondria calcium regulation in *C. elegans*

**DOI:** 10.7554/eLife.99971

**Published:** 2025-02-14

**Authors:** Angela M Tuckowski, Safa Beydoun, Elizabeth S Kitto, Ajay Bhat, Marshall B Howington, Aditya Sridhar, Mira Bhandari, Kelly Chambers, Scott F Leiser

**Keywords:** aging, flavin-containing monooxygenase, stress resistance, calcium, ER, mitochondria, *C. elegans*

## Abstract

Flavin-containing monooxygenases (FMOs) are a conserved family of xenobiotic enzymes upregulated in multiple longevity interventions, including nematode and mouse models. Previous work supports that *C. elegans fmo-2* promotes longevity, stress resistance, and healthspan by rewiring endogenous metabolism. However, there are five *C. elegans* FMOs and five mammalian FMOs, and it is not known whether promoting longevity and health benefits is a conserved role of this gene family. Here, we report that expression of *C. elegans fmo-4* promotes lifespan extension and paraquat stress resistance downstream of both dietary restriction and inhibition of mTOR. We find that overexpression of *fmo-4* in just the hypodermis is sufficient for these benefits, and that this expression significantly modifies the transcriptome. By analyzing changes in gene expression, we find that genes related to calcium signaling are significantly altered downstream of *fmo-4* expression. Highlighting the importance of calcium homeostasis in this pathway, *fmo-4* overexpressing animals are sensitive to thapsigargin, an ER stressor that inhibits calcium flux from the cytosol to the ER lumen. This calcium/*fmo-4* interaction is solidified by data showing that modulating intracellular calcium with either small molecules or genetics can change expression of *fmo-4* and/or interact with *fmo-4* to affect lifespan and stress resistance. Further analysis supports a pathway where *fmo-4* modulates calcium homeostasis downstream of activating transcription factor-6 (*atf-6*), whose knockdown induces and requires *fmo-4* expression. Together, our data identify *fmo-4* as a longevity-promoting gene whose actions interact with known longevity pathways and calcium homeostasis.

## Introduction

Aging is a major risk factor for the onset of cancer, cardiovascular disease, dementia, and many other serious illnesses. Studying the aging process is crucial because a more comprehensive understanding can lead to the development of therapeutics that treat multiple diseases simultaneously. The use of model organisms, from yeast to mammals, has helped define genetic and environmental pathways that influence aging (Kenyon, 2010). Many of these pathways, such as dietary restriction (DR), defined as a decrease in nutrient intake without malnutrition, involve active modification of metabolism that robustly and reproducibly improve health and longevity across species (Bodkin et al., 2003; Swindell, 2012; Kapahi et al., 2017). Similarly, the response to oxygen deficiency, or hypoxic response, can lead to increased longevity, healthspan, and stress resistance (Shen et al., 2005). Interestingly, in *C. elegans,* both DR and the hypoxic response converge upon a single gene, *fmo-2,* that is necessary and sufficient to improve health and longevity (Leiser et al., 2015).

FMOs are a family of enzymes that use oxygen and NADPH to oxygenate nucleophilic substrates. FMOs oxygenate a wide array of xenobiotic substrates and were discovered ~50 y ago for their role in drug metabolism (Krueger and Williams, 2005; Rossner et al., 2017). Consequently, a majority of published data on FMOs relate to this role. Recently, studies have begun to focus on the endogenous role(s) of FMOs. Results show that multiple mammalian FMO proteins are involved in systemic metabolism (Steinbaugh et al., 2012; Choi et al., 2023). We initially discovered a role for *C. elegans fmo-2* in regulating stress resistance and longevity downstream of DR and hypoxia and have continued to identify role(s) for FMO-2 in *C. elegans* metabolism and longevity (Choi et al., 2023). However, the conserved mechanisms for FMO-mediated health benefits are still unclear, as are the roles of individual FMO enzymes. Thus, to best understand how FMOs could be leveraged to improve health, we need to understand the conserved mechanism of these enzymes in longevity and metabolism.

There are five *C. elegans* FMOs, and three of the five share significant structural overlap with mammalian FMOs. This overlap involves a predicted endoplasmic reticulum (ER) localization and a membrane-spanning domain, which are each found in *fmo-1, fmo-2*, and *fmo-4*. In comparison to the more well-studied longevity gene *fmo-2, fmo-4* in particular shares 88% identity in the catalytic domain amino acids, suggesting that FMO-2 and FMO-4 may bind similar substrates and could plausibly have overlapping endogenous roles. Published data also show that DR induces both *fmo-2* and *fmo-4* gene expression, implying a role for *fmo-4* in longevity regulation (Rossner et al., 2017). Based on this, we hypothesized that *fmo-4* may play a role in *C. elegans* longevity and that studying this role can help to understand this gene family and its relevance to aging.

FMOs are transmembrane enzymes thought to primarily reside in the ER. While mainly studied for its involvement in protein and lipid synthesis, the ER also plays a key role in metabolism and maintaining homeostasis within the cell. For instance, the ER responds to misfolded proteins by eliciting its unfolded protein response (UPR^ER^), thereby removing dysfunctional proteins and restoring homeostasis (Read and Schröder, 2021). The ER is also responsible for storing and releasing calcium in a coordinated manner with the cytosol and mitochondria (Groenendyk et al., 2021). The ER establishes calcium homeostasis through processes involving (1) sequestering calcium in the lumen with the calreticulin chaperone (Groenendyk et al., 2021; Park et al., 2001), (2) releasing calcium into the cytosol through the inositol triphosphate receptor (IP_3_R) (Groenendyk et al., 2021; Berridge, 1993), and (3) bringing calcium into the ER lumen through the sarcoplasmic endoplasmic reticulum ATPase (SERCA) pump (Groenendyk et al., 2021; Marchi and Pinton, 2014). Interestingly, the ER’s role in regulating metabolic and calcium homeostasis in the cell has recently been linked to longevity in *C. elegans*. Knocking out activating transcription factor (*atf*)–6, one of the three branches of the UPR^ER^, modulates calcium signaling from the ER to the mitochondria, resulting in increased mitochondrial turnover and lifespan extension in *C. elegans (*Burkewitz et al., 2020).

Given that (1) *fmo-4* is induced by a longevity-promoting pathway (DR), (2) *fmo-4* is predicted to be an ER transmembrane protein, and (3) the ER’s role in cellular homeostasis is linked to aging, we hypothesized that *fmo-4* regulates longevity by modulating ER-related processes. Here, we test this hypothesis by modifying *fmo-4* expression and interrogating interactions between *fmo-4,* stress resistance, longevity, and the ER. Our resulting data show that *fmo-4* promotes longevity and paraquat stress resistance downstream of mTOR and DR through calcium homeostasis. We find that not only is *fmo-4* a regulator of multiple longevity-promoting pathways, but it is also sufficient to extend lifespan and confer paraquat stress resistance when overexpressed either ubiquitously or in the hypodermis. Transcriptomics data and stress assays reveal that calcium signaling is altered downstream of *fmo-4* expression, and that *fmo-4* interacts with calcium regulation between the ER and mitochondria to promote longevity and paraquat stress resistance. Together, these results establish *fmo-4* as a longevity-promoting gene and provide evidence as to how *fmo-4* extends *C. elegans* lifespan through calcium-mediated ER to mitochondrial processes.

## Results

### *Cefmo-4* is required for DR and mTOR-mediated lifespan extension

*C. elegans fmo-4* shares significant similarities to its family member and longevity gene, *fmo-2,* including 88% conservation in catalytic residues (Figure 1—figure supplement 1), a transmembrane domain (Figure 1A) and predicted subcellular localization in the ER (Figure 1—figure supplement 2; Kishore et al., 2020). Additionally, *fmo-4* is induced by the longevity intervention DR (Rossner et al., 2017). These structural similarities and DR-mediated induction led us to hypothesize that *fmo-4* may play a role in aging. To test this, we first asked whether *fmo-4* is required for well-studied longevity pathways, including DR. We utilized *fmo-4*(*ok294*) knockout (KO) animals (C. elegans Deletion Mutant Consortium, 2012) on five conditions reported to extend lifespan in *C. elegans*. Since *fmo-4* is induced by dietary restriction, we started with fed and DR (sDR Greer and Brunet, 2009) conditions. Our results show that loss of *fmo-4* has no significant effect on control-fed worms but prevents nearly all the lifespan extension seen under DR (Figure 1B). Wild-type (WT) worms on DR experience a ~35% lifespan extension compared to fed WT worms, but when *fmo-4* is knocked out this extension is reduced to ~10% and this interaction is significant by Cox regression (p-value <4.50e^–6^). These data support that *fmo-4* is required for the DR longevity pathway (Figure 1B). Having established this role, we continued lifespan analyses of *fmo-4* KO worms exposed to RNAi knockdown of the S6-kinase gene *rsks-1* (mTOR signaling; Pan et al., 2007), the Von Hippel-Lindau gene *vhl-1* (hypoxic signaling; Leiser et al., 2013), the insulin receptor *daf-2* (insulin-like signaling; Kimura et al., 1997), and the cytochrome c reductase gene *cyc-1* (mitochondrial electron transport chain, cytochrome c reductase; Lee et al., 2010; Figure 1C–F). The resulting data show that *fmo-4* is fully required for *rsks-1*-mediated longevity as marked by a complete abrogation of the *rsks-1* RNAi lifespan extension when *fmo-4* is knocked out (Figure 1C), placing *fmo-4* downstream of mTOR. *fmo-4* was not required for the hypoxic response (Figure 1D), insulin-like signaling (Figure 1E), or cytochrome c reductase inhibition pathways (Figure 1F) to increase lifespan. It is notable that, unlike *fmo-4, fmo-2* is required for *vhl-1*-mediated longevity (Leiser et al., 2015). This result, coupled with *fmo-4* and *fmo-2* each being required for DR, suggests that these two genes in the same family are overlapping but distinct in their requirement. Together, these data suggest that *fmo-4* plays a necessary role in *C. elegans* longevity regulation downstream of at least two pathways: DR and mTOR signaling.

**Figure 1.**
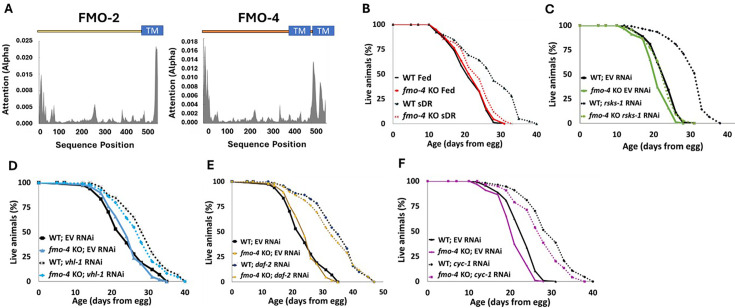
*Cefmo-4* regulates mTOR and dietary restriction-mediated longevity. (**A**) Hydropathy plots of FMO-2 and FMO-4 predicting endoplasmic reticulum (ER) transmembrane (TM) domains based on protein sequence analysis. Analysis was done using Deeploc-2.0. (**B**) Lifespan analysis of wild-type (WT) worms and *fmo-4* knockout (*fmo-4* KO) worms on fed and dietary restricted (DR) conditions. (**C**) Lifespan analysis of WT and *fmo-4* KO worms on empty vector (EV) RNAi and *rsks-1* RNAi. (**D**) Lifespan analysis of WT and *fmo-4* KO worms on EV and *vhl-1* RNAi. (**E**) Lifespan analysis of WT and *fmo-4* KO worms on EV and *daf-2* RNAi. (**F**) Lifespan analysis of WT and *fmo-4* KO worms on EV and *cyc-1* RNAi. For each lifespan, n = ~120 worms per condition per experiment, and three replicate experiments were performed. Significance was determined at p<0.05 using log-rank analysis and significant interactions between the condition of interest and genotype were determined at p<0.01 using Cox regression analysis. All replicate data can be found in Figure 1—source data 1; Figure 1—source data 2; Figure 1—source data 3; Figure 1—source data 4; Figure 1—source data 5. Figure 1—source data 1.DR lifespan replicates. Figure 1—source data 2.mTOR (*rsks-1* RNAi) lifespan replicates. Figure 1—source data 3.*vhl-1* RNAi lifespan replicates. Figure 1—source data 4.*daf-2* RNAi lifespan replicates. Figure 1—source data 5.*cyc-1* RNAi lifespan replicates.

**Figure 1—figure supplement 1.**
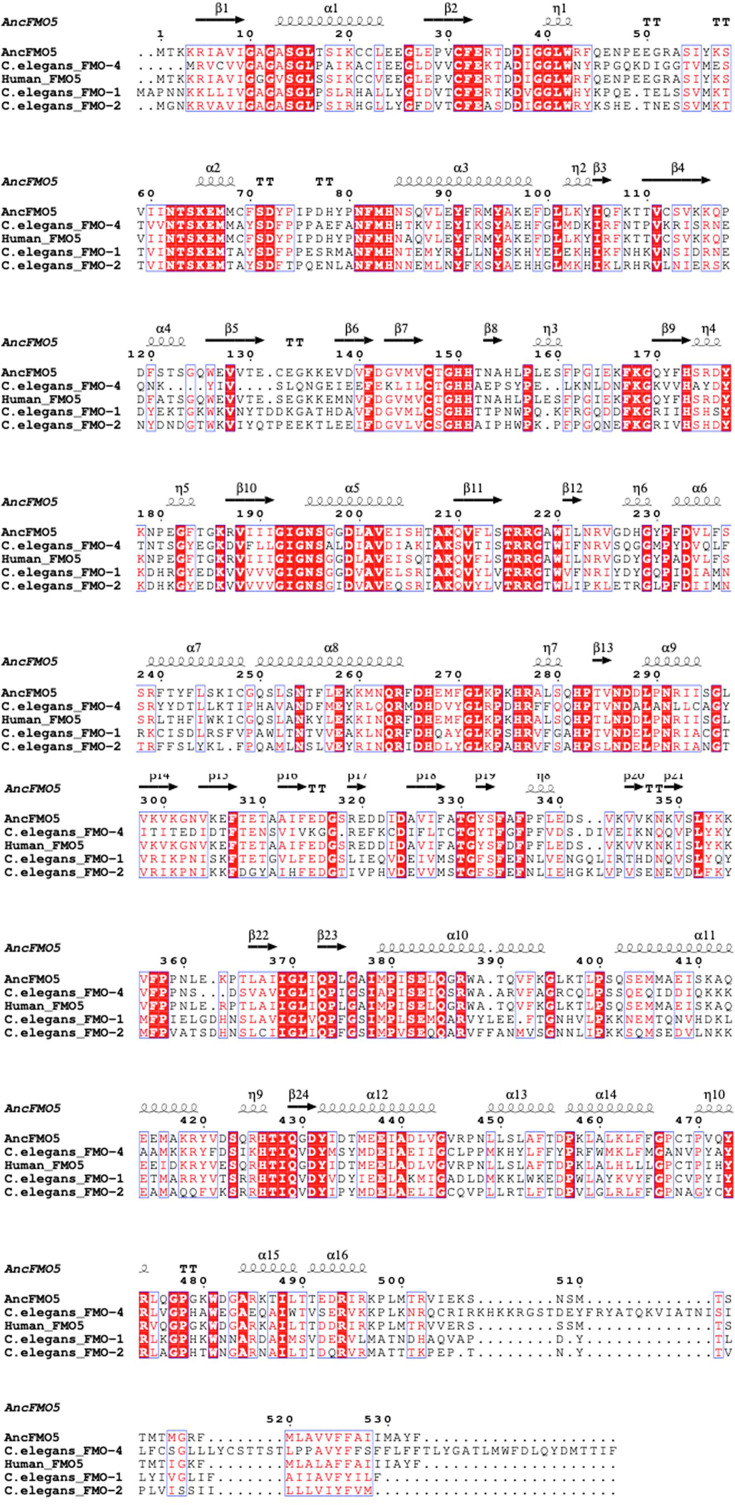
Full-length alignment of AncFMO5, Human FMO5, and *C. elegans* FMO-1, FMO-2, and FMO-4. Alignment was conducted using Clustal Omega and ESPript 3.0 to determine an 88% overlap in catalytic residues between *C. elegans* FMO-2 and FMO-4.

**Figure 1—figure supplement 2.**
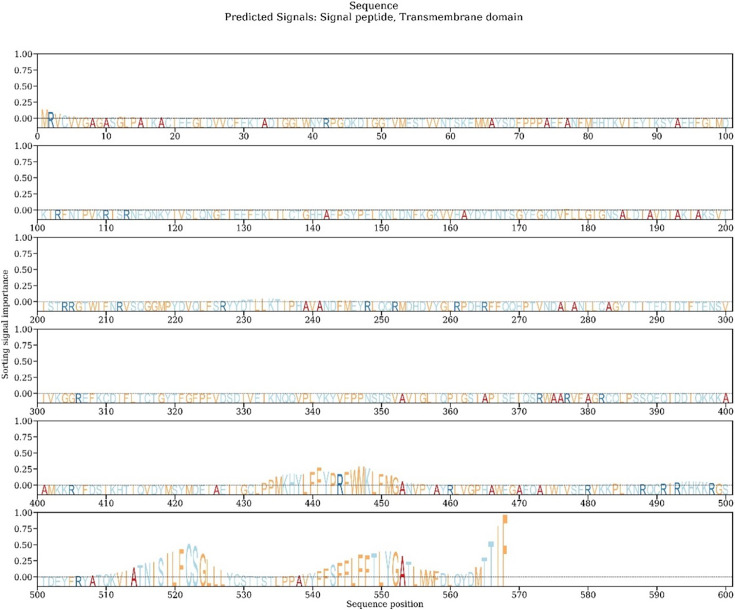
Subcellular localization prediction based on protein sequence of *C. elegans* FMO-4. Based on the protein sequence, *C. elegans* FMO-4 is predicted to be located in the endoplasmic reticulum and the golgi apparatus. Analysis was done using Deeploc-2.0.

### *fmo-4* is required for *fmo-2*-mediated longevity, stress resistance, and healthspan

Having established that, like *fmo-2, fmo-4* is required for DR-mediated longevity, we next hypothesized that *fmo-2* and *fmo-4* may be acting in the same pathway. To test this, we crossed *fmo-2* overexpressing (OE) worms with *fmo-4* KO worms to create an *fmo-2* OE; *fmo-4* KO strain (*fmo-2*OE;4KO). We validated this strain via qPCR analysis (Supplementary file 1). Upon measuring their lifespan compared to *fmo-2* OE animals, we find that knocking out *fmo-4* completely abrogates the lifespan extension from *fmo-2* OE (Figure 2A). This result suggests that *fmo-4* is required for *fmo-2-*mediated longevity and thus may act downstream of *fmo-2* to promote longevity in *C. elegans*.

**Figure 2.**
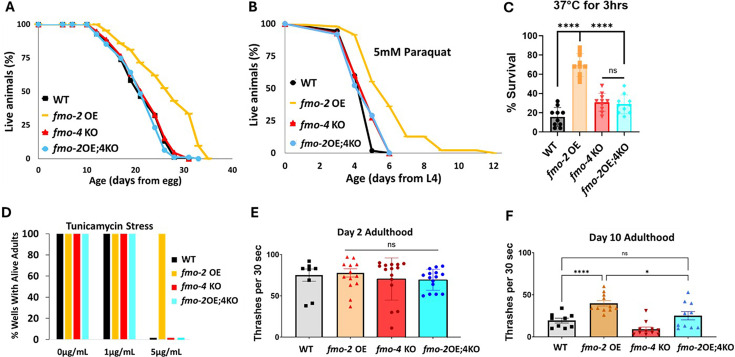
*fmo-4* is required for the health benefits of *fmo*-2 overexpression. (**A**) Lifespan analysis of wild-type (WT), *fmo-2* overexpressing (*fmo-2* OE), *fmo-4* knockout (*fmo-4* KO), and *fmo-*2 OE;*fmo-4* KO (*fmo-*2OE;4KO) worms on *E. coli* OP50 (n = ~120 worms per condition, three replicate experiments). Significance was determined at p< 0.05 using log-rank analysis. (**B**) Survival of WT, *fmo*-2 OE, *fmo-4* KO, and *fmo*-2OE;4KO worms exposed to 5 mM paraquat at L4 stage (n = ~90 worms per condition, three replicate experiments). Significance was determined at p<0.05 using log-rank analysis. (**C**) Survival of worms exposed to 37 °C heat shock for 3 hr (hours) at L4 stage (n=100 worms per condition, three replicate experiments). (**D**) Survival of worms exposed to 0, 1, and 5 µg/mL tunicamycin from the egg until day 1 of adulthood (n = ~60 eggs per condition, three replicate experiments). (**E**) Healthspan analysis of worm thrashing in a drop of M9 solution for 30 s on day 2 of adulthood (n=10 worms per condition, three replicate experiments). (**F**) Healthspan analysis of worm thrashing in a drop of M9 solution for 30 s on day 10 of adulthood (n=10 worms per condition, three replicate experiments). For heat stress, tunicamycin stress, and healthspan assessments, * denotes significant change at p<0.05 using unpaired two-tailed t-test or one-way ANOVA. N.S. = not significant. All replicate data can be found in Figure 2—source data 1; Figure 2—source data 2; Figure 2—source data 3; Figure 2—source data 4; Figure 2—source data 5. Figure 2—source data 1.*fmo-2* OE;4KO lifespan replicates. Figure 2—source data 2.*fmo-2* OE;4KO paraquat stress replicates. Figure 2—source data 3.*fmo-2* OE;4KO heat stress replicates. Figure 2—source data 4.*fmo-2* OE;4KO tunicamycin stress replicates. Figure 2—source data 5.*fmo-2* OE;4KO healthspan replicates.

We previously showed that *fmo-2* OE is not just sufficient for lifespan extension but is also sufficient to promote resistance to multiple forms of stress, including oxidative stress (paraquat), heat stress, and ER stress (tunicamycin; Leiser et al., 2015). Since *fmo-4* is required for *fmo-2-*mediated longevity, we hypothesized that *fmo-4* would also be required for *fmo-2-*mediated stress resistance. Following exposure to 5 mM paraquat, 37 °C heat stress, or 5 µg/mL tunicamycin, we find that the *fmo-2*OE;4KO worms survive similarly to WT worms and are no longer resistant to these stresses (Figure 2B–D). Thus, knocking out *fmo-4* blocks *fmo-2-*mediated broad stress resistance.

Healthspan is a crucial component to longevity, and we previously found that *fmo-2* OE is sufficient to promote healthspan benefits with age in *C. elegans* (Leiser et al., 2015). As *fmo-4* is required for both the lifespan extension and stress resistance observed with *fmo-2* OE, we hypothesized that *fmo-4* would also be required for *fmo-2-*mediated healthspan benefits. To test this, we measured the thrashing rate of *fmo-2* OE;4KO worms at day 2 and day 10 of adulthood. We find that knocking out *fmo-4* abrogates the healthspan benefits of the *fmo-2* OE worms with age (Figure 2E, F). Thus, *fmo-4* is required for *fmo-2-*mediated health and resilience benefits, further supporting its acting downstream of *fmo-2* to promote health and longevity.

### Overexpression of *fmo-4* promotes longevity, healthspan, and paraquat stress resistance

While being necessary for increased healthspan, lifespan, and stress resistance shows that *fmo-4* is required for these benefits, it does not test whether it can modulate aging directly. Therefore, to better understand *fmo-4’s* role in longevity and health, we next asked whether *fmo-4* is sufficient for lifespan extension, stress resistance, and healthspan benefits. We created a ubiquitous *fmo-4* OE worm strain with *fmo-4* expressed under the *eft-3* promoter via multicopy extrachromosomal array followed by random integration. qPCR analysis shows that *fmo-4* is overexpressed ~150 fold over WT in the ubiquitous *fmo-4* OE worms (Supplementary file 1)**,** and their development time is slightly (~1.5 hr) but statistically significantly delayed compared to WT (Figure 3—figure supplement 1). Interestingly, we find that ubiquitous *fmo-4* OE is sufficient to reproducibly extend lifespan by ~20% (Figure 3A). Epistatic analysis with *fmo-2* shows that *fmo-4* OE lifespan extension is not additive with *fmo-2* OE (Figure 3—figure supplement 2A), as determined by comparing the individual OE strains to the *fmo-2* OE;*fmo-*4 OE (*fmo-2*OE;4 OE) worm strain (Supplementary file 1). This further supports that these two genes in the same family act in the same pathway. To test whether *fmo-4* requires *fmo-2,* we overexpressed *fmo-4* in the context of *fmo-2* knockout (*fmo-4* OE;2KO) (Supplementary file 1). The results show that *fmo-4* OE does not require *fmo-2* for its longevity benefits (Figure 3—figure supplement 3A). This further validates that *fmo-4* likely acts downstream of *fmo-2*.

**Figure 3.**
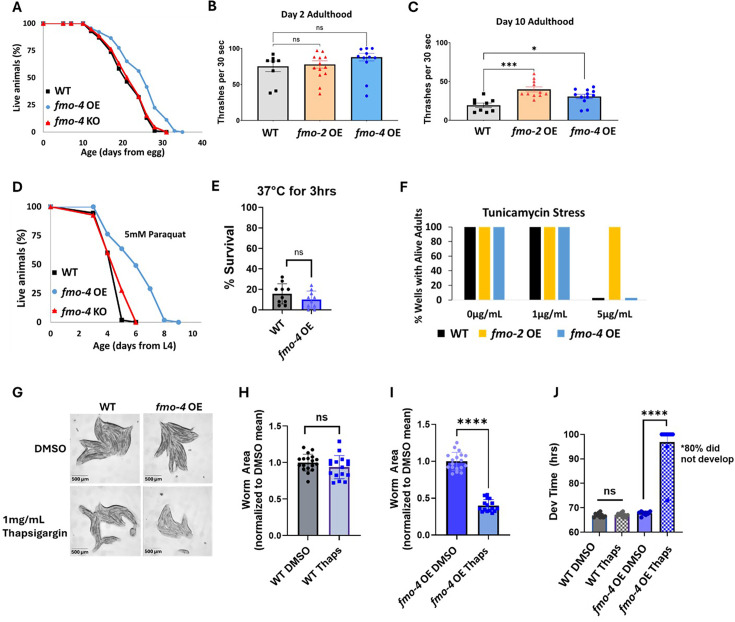
Overexpressing *fmo-4* is sufficient for lifespan extension, paraquat stress resistance, and improved healthspan. (**A**) Lifespan analysis of wild-type (WT), *fmo-4* overexpressing (*fmo-4* OE), and *fmo-4* knockout (*fmo-4* KO) worms on *E. coli* OP50 (n = ~120 worms per condition, three replicate experiments). Significance was determined at p<0.05 using log-rank analysis. (**B**) Healthspan analysis of worms thrashing in a drop of M9 solution for 30 s (seconds) on day 2 of adulthood (n=10 worms per condition, three replicate experiments). (**C**) Healthspan analysis of worms thrashing in a drop of M9 solution for 30 s on day 10 of adulthood (n=10 worms per condition, three replicate experiments). (**D**) Survival of worms exposed to 5 mM paraquat starting from L4 stage (n = ~90 worms per condition, three replicate experiments). Significance was determined at p<0.05 using log-rank analysis. (**E**) Survival of worms exposed to 37 °C for 3 hr (hours) at L4 stage (n=100 worms per condition, three replicate experiments). (**F**) Survival of worms exposed to 0, 1, and 5 µg/mL tunicamycin starting from the egg until day 1 of adulthood (n = ~60 eggs per condition, three replicate experiments). (**G**) Brightfield images of WT and ubiquitous *fmo-4* OE worms exposed to DMSO or 1 mg/mL thapsigargin (n = ~20 worms per condition, three replicate experiments). Quantifications of (**G**) images in (**H, I**). (**J**) Development (Dev) time in hours (hrs) of WT and *fmo-4* OE worms grown on DMSO control or 1 mg/mL thapsigargin (Thaps) from L2 stage (n=~10 worms per condition, three replicate experiments). * denotes significant change at p<0.05 using t-test. N.S. = not significant. All replicate data can be found in Figure 3—source data 1; Figure 3—source data 2; Figure 3—source data 3; Figure 3—source data 4; Figure 3—source data 5; Figure 3—source data 6; Figure 3—source data 7. Figure 3—source data 1.*mo-4* OE ubuitous lifespan replicates. Figure 3—source data 2.*fmo-4* OE ubiquitous healthspan replicates. Figure 3—source data 3.*fmo-4* OE ubuitous paraquat stress replicates. Figure 3—source data 4.*fmo-4* OEubuitous heat stress replicates. Figure 3—source data 5.*fmo-4* OE ubuitous tunicamycin stress replicates. Figure 3—source data 6.*fmo-4* OE ubuitous thapsigargin stress replicates. Figure 3—source data 7.*fmo-4* OE ubuitous thapsigargin development replicates.

**Figure 3—figure supplement 1.**
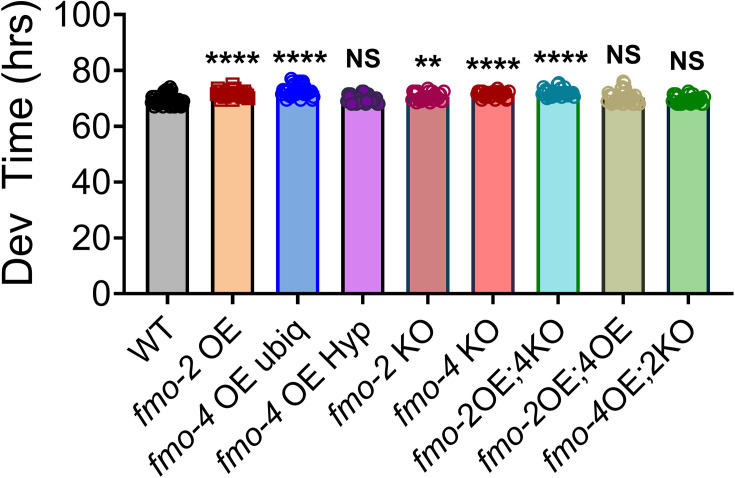
Development time of experimental worm strains compared to wild-type. Development (Dev) time in hours (hrs) of wild-type (WT), *fmo-2* overexpressing (OE), ubiquitous *fmo-4* OE (*fmo-4* OE ubiq), hypodermal-specific *fmo-4* OE (*fmo-4* OE Hyp), *fmo-2* knockout (KO), *fmo-4* KO, *fmo-2* OE;*fmo-4* KO (*fmo-2*OE;*4*KO), *fmo-2* OE;*fmo-4* OE (*fmo-2*OE;*4* OE), and *fmo-4* OE;*fmo-2* KO (*fmo-4*OE;*2*KO) worms. (n = ~10 worms per condition, three replicate experiments). * denotes significant change in development time compared to WT. p<0.05 using unpaired two-tailed t-test. NS  = not significant. All replicate data can be found in Figure 3—figure supplement 1—source data 1. Figure 3—figure supplement 1—source data 1.Replicates of development time of experimental worm strains compared to wild-type.

**Figure 3—figure supplement 2.**
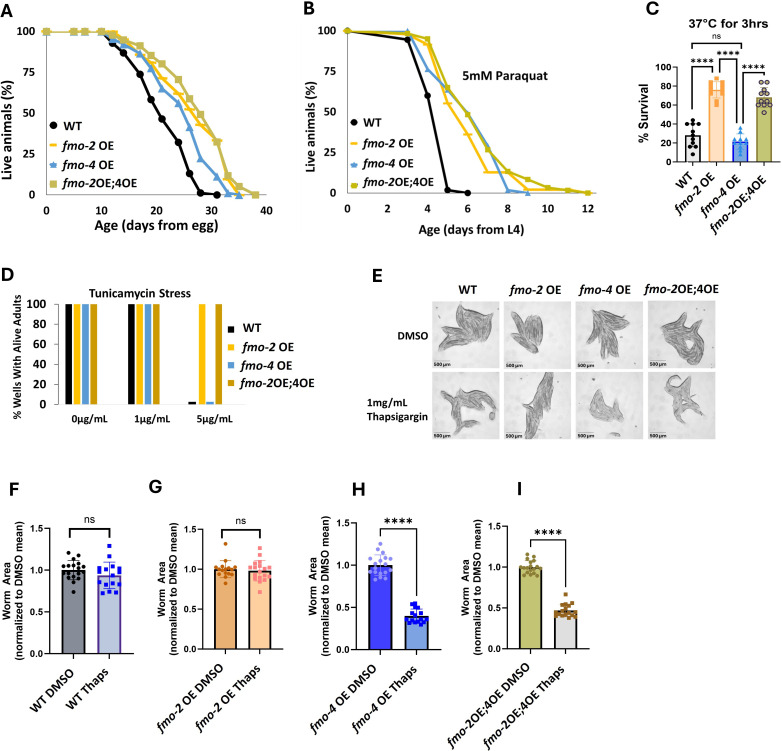
*fmo-4* acts in the same pathway as *fmo-2*. (**A**) Lifespan analysis of wild-type (WT), *fmo-2* overexpressing (*fmo-2* OE), *fmo-4* overexpressing (*fmo-4* OE), and *fmo-2* OE;*fmo-4* OE (*fmo-*2OE;4 OE) worms starting from egg (n = ~120 worms per condition, three replicate experiments). Significance was determined at p<0.05 using log-rank analysis. (**B**) Survival of worms exposed to 5 mM paraquat starting from L4 stage (n = ~90 worms per condition, three replicate experiments). Significance was determined at p<0.05 using log-rank analysis. (**C**) Survival of worms exposed to 37 °C heat for 3 hr (hours) at L4 stage (n=100 worms per condition, three replicate experiments). (**D**) Survival of worms exposed to 0, 1, and 5 ug/mL tunicamycin starting from egg until day 1 of adulthood (n = ~60 eggs per condition, three replicate experiments). (**E**) Brightfield images of WT, *fmo-2* OE, *fmo-4* OE, and *fmo*-2OE;4 OE worms exposed to DMSO or 1 mg/mL thapsigargin (n = ~20 worms per condition, three replicate experiments). Quantification of (**E**) in (**F–I**). (**J**) For heat stress, tunicamycin stress, and thapsigargin stress, * denotes significant change at p<0.05 using unpaired two-tailed t-test or one-way ANOVA. N.S. = not significant. All replicate data can be found in Figure 3—figure supplement 2—source data 1; Figure 3—figure supplement 2—source data 2; Figure 3—figure supplement 2—source data 3; Figure 3—figure supplement 2—source data 4; Figure 3—figure supplement 2—source data 5. Figure 3—figure supplement 2—source data 1.*fmo-2* OE;4OE lifespan replicates. Figure 3—figure supplement 2—source data 2.*fmo-2* OE;4OE paraquat stress replicates. Figure 3—figure supplement 2—source data 3.*fmo-2* OE;4OE heat stress replicates. Figure 3—figure supplement 2—source data 4.*fmo-2* OE;4OE tunicamycin stress replicates. Figure 3—figure supplement 2—source data 5.*fmo-2* OE;4OE thapsigargin stress replicates.

**Figure 3—figure supplement 3.**
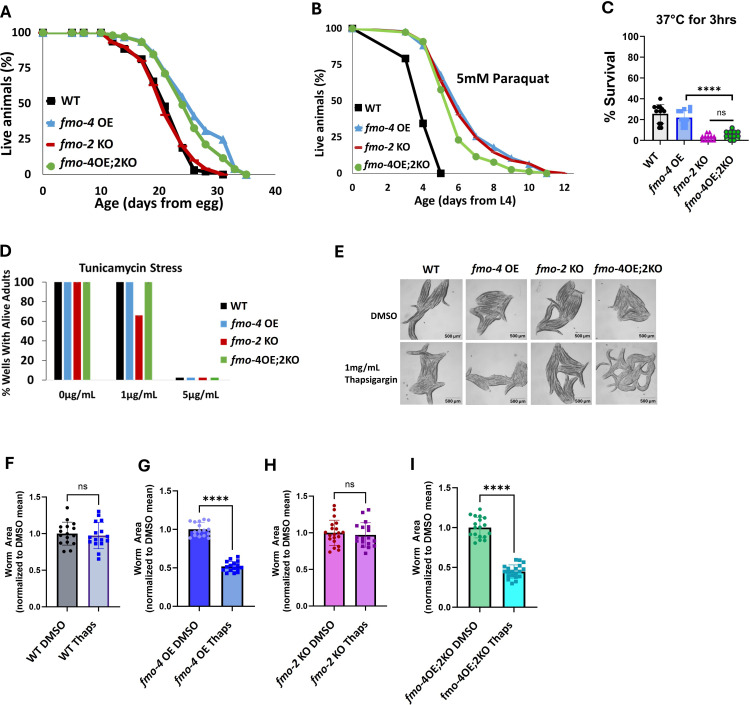
Knocking out *fmo-2* does not affect *fmo-4* overexpression. (**A**) Lifespan analysis of wild-type (WT), *fmo*-4 overexpressing (*fmo-4* OE), *fmo-2* knockout (*fmo-2* KO), and *fmo-4* OE;*fmo-2* KO (*fmo-4*OE;*2*KO) worms starting from egg (n = ~120 worms per condition, three replicate experiments). Significance was determined at p<0.05 using log-rank analysis. (**B**) Survival of worms exposed to 5 mM paraquat starting at L4 stage (n = ~90 worms per condition, three replicate experiments). Significance was determined at p<0.05 using log-rank analysis. (**C**) Survival of worms exposed to 37 °C heat for 3 hr (hours) from L4 stage (n=100 worms per condition, three replicate experiments). (**D**) Survival of worms exposed to 0, 1, and 5 ug/mL tunicamycin starting from egg until day 1 of adulthood (n = ~60 eggs per condition, three replicate experiments). (**E**) Brightfield images of WT, *fmo-4* OE, *fmo-2* KO, and *fmo-4*OE;*2*KO worms exposed to DMSO or 1 mg/mL thapsigargin (n = ~20 worms per condition, three replicate experiments). Quantification of (**E**) in (**F–I**). For heat stress, tunicamycin stress, and thapsigargin stress, * denotes significant change at p<0.05 using unpaired two-tailed t test or one-way ANOVA. N.S. = not significant. All replicate data can be found in Figure 3—figure supplement 3—source data 1; Figure 3—figure supplement 3—source data 2; Figure 3—figure supplement 3—source data 3; Figure 3—figure supplement 3—source data 4; Figure 3—figure supplement 3—source data 5. Figure 3—figure supplement 3—source data 1.*fmo-4* OE;2KO lifespan replicates. Figure 3—figure supplement 3—source data 2.*fmo-4* OE;2KO paraquat stress replicates. Figure 3—figure supplement 3—source data 3.*fmo-4* OE;2KO heat stress replicates. Figure 3—figure supplement 3—source data 4.*fmo-4* OE;2KO tunicamycin stress replicates. Figure 3—figure supplement 3—source data 5.*fmo-4* OE;2KO thapsigargin stress replicates.

Increased longevity is frequently observed in tandem with increased healthspan and resistance to toxic stress (Soo et al., 2023). We assessed the healthspan of the ubiquitous *fmo-4* OE worms at days 2 and 10 of adulthood by measuring thrashing rates (movement). We find that ubiquitous *fmo-4* OE is sufficient for an improvement (p=0.011) in healthspan benefits with age (Figure 3B, C). We next measured the stress resistance of the ubiquitous *fmo-4* OE worms to 5 mM paraquat (oxidative stress), 37 °C heat stress, 5 µg/mL of tunicamycin (ER glycosylation stress), and 1 mg/mL thapsigargin (ER calcium stress). We included two ER stresses because FMO-4 is predicted to be an ER transmembrane protein. We find that ubiquitous *fmo-4* OE is sufficient to convey paraquat stress resistance (Figure 3D) but does not offer any protection from heat (Figure 3E) or tunicamycin stress (Figure 3F). Interestingly, ubiquitous *fmo-4* overexpressing animals are sensitive to thapsigargin, as shown by the worms’ significantly diminished size and inability to develop compared to WT control worms (Figure 3G–J). These results suggest a narrow stress resistance and even some sensitivity for *fmo-4* in comparison to other longevity genes. To test whether *fmo-4* OE would interact with *fmo-2* OE, we combined the strains and measured their stress resistance. We find that the *fmo-2* OE strain is still resistant to paraquat, heat, and tunicamycin stress in the presence of increased *fmo-4,* suggesting that overexpression of *fmo-4* does not affect resistance to these stresses (Figure 3—figure supplement 2B–D). Interestingly, the *fmo-2* OE strain is sensitive to thapsigargin stress in the presence of increased *fmo-4,* suggesting that *fmo-4* likely also acts downstream of *fmo-2* in this stress pathway (Figure 3—figure supplement 2E–I). Overall, these results suggest that *fmo-4* (1) is sufficient to improve healthspan, (2) is both necessary and sufficient to promote paraquat resistance, (3) is necessary but not sufficient to improve heat and tunicamycin resistance, and (4) promotes sensitivity to calcium-mediated ER stress from thapsigargin. As expected under the hypothesis that *fmo-4* acts downstream of *fmo-2,* the *fmo-4*OE;2KO strain phenocopies the *fmo-4* OE strain in all stress assays (Figure 3—figure supplement 3B–I). Together, these data suggest that *fmo-4* OE is sufficient to promote lifespan extension and paraquat stress resistance as well as a healthspan benefit, while exhibiting sensitivity to ER calcium stress.

### Hypodermal overexpression of *fmo-4* is sufficient for longevity and paraquat resistance

While using the ubiquitous overexpressing worm strain is helpful to probe into *fmo-4’s* involvement in longevity, stress resistance, and healthspan, it is also important to note that *fmo-4* is normally localized and expressed primarily in the hypodermis (Figure 4A–C; Petalcorin et al., 2005). Thus, we asked whether hypodermal-specific *fmo-4* overexpression is sufficient for these health benefits. We created a hypodermal-specific *fmo-4* OE worm strain expressing *fmo-4* under the *dp*y*-7* promoter via multicopy extrachromosomal arrays followed by random integration. qPCR data show that *fmo-4* is expressed ~45 fold over WT in the hypodermal-specific *fmo-4* OE worms (Supplementary file 1), and their developmental time does not differ from WT (Figure 3—figure supplement 1). We measured lifespan, resistance to paraquat, heat, tunicamycin, and thapsigargin stress, as well as the healthspan of the hypodermal-specific *fmo-4* OE worms (*fmo-4* OE^Hyp^). We find that the *fmo-4* OE^Hyp^ strain exhibits a lifespan extension (Figure 4D), resistance to paraquat (Figure 4E) but not heat or tunicamycin stress (Figure 4F, G), and sensitivity to thapsigargin stress (Figure 4H–J). However, the *fmo-4* OE^Hyp^ strain did not have a statistically significant effect on healthspan unlike the ubiquitous *fmo-4* OE strain (Figure 4K, L). Overall, these results agree with the *C. elegans* single-cell atlas as well as previously published work (Petalcorin et al., 2005) showing that *fmo-4* is mostly localized to the hypodermis (Figure 4A) and is consistent with the ubiquitous strain primarily benefiting from expressing additional *fmo-4* in the hypodermis. Thus, ubiquitous or hypodermal-specific overexpression of *fmo-4* is sufficient for longevity and paraquat stress resistance (Figures 3A, D, 4D, E), does not affect heat or tunicamycin resistance (Figure 3E, F, Figure 4F, G), and results in thapsigargin sensitivity (Figures 3G–J–4H–J).

**Figure 4.**
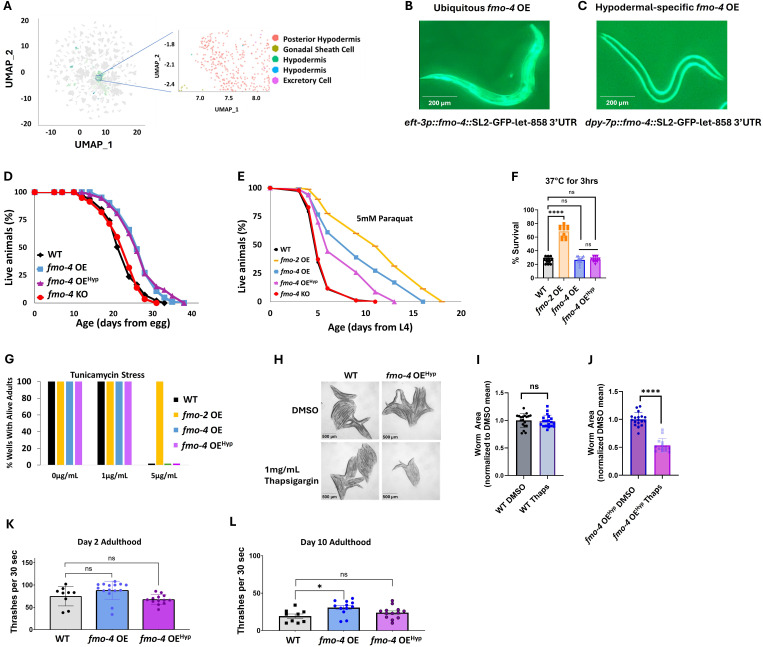
Overexpressing *fmo-4* in the hypodermis is sufficient for lifespan extension and paraquat stress resistance. (**A**) Complete cell atlas of *C. elegans* aging cluster map highlighting regions of *fmo-4* gene expression. (**B**) Image of the ubiquitous *fmo-4* overexpressing (*fmo-4* OE) worm by the *eft-3* promoter showing expression throughout its body. (**C**) Image of the hypodermal-specific *fmo-4* OE worm by the *dpy-7* promoter showing expression in the hypodermis. (**D**) Lifespan analysis of wild-type (WT), *fmo-4* OE, hypodermal-specific *fmo-4* OE (*fmo-4* OE^Hyp^), and *fmo-4* knockout (*fmo-4* KO) worms (n = ~120 worms per condition, three replicate experiments). Significance was determined at p<0.05 using log-rank analysis. (**E**) Survival of worms exposed to 5 mM paraquat starting at L4 stage (n = ~90 worms per condition, three replicate experiments). Significance was determined at p<0.05 using log-rank analysis. (**F**) Survival of worms exposed to 37 °C heat for 3 hr (hours) at L4 stage (n=100 worms per condition, three replicate experiments). (**G**) Survival of worms exposed to 0, 1, and 5 ug/mL tunicamycin starting at egg until day 1 of adulthood (n = ~60 eggs per condition, three replicate experiments). (**H**) Brightfield images of WT and *fmo-4* OE^Hyp^ worms exposed to DMSO or 1 mg/mL thapsigargin (n = ~20 worms per condition, three replicate experiments). Quantification of (**H**) in (**I–J**). (**K**) Healthspan analysis of worms thrashing in a drop of M9 solution for 30 s (seconds) on day 2 of adulthood (n=10 worms per condition, three replicate experiments). (**L**) Healthspan analysis of worms thrashing in a drop of M9 solution for 30 s on day 10 of adulthood (n=10 worms per condition, three replicate experiments). For heat stress, tunicamycin stress, thapsigargin stress, and healthspan assessments, * denotes significant change at p<0.05 using t-test. N.S. = not significant. All replicate data can be found in Figure 4—source data 1; Figure 4—source data 2; Figure 4—source data 3; Figure 4—source data 4; Figure 4—source data 5; Figure 4—source data 6. Figure 4—source data 1.*fmo-4* OE hypodermal lifespan replicates. Figure 4—source data 2.*fmo-4* OE hypodermal paraquat stress replicates. Figure 4—source data 3.*fmo-4* OE hypodermal heat stress replicates. Figure 4—source data 4.*fmo-4* OE hypodermal tunicamycin stress replicates. Figure 4—source data 5.*fmo-4* OE hypodermal thapsigargin stress replicates. Figure 4—source data 6.*fmo-4* OE hypodermal healthspan replicates.

### *fmo-4* OE transcriptomics reveals a link to calcium regulation

To identify the downstream effects of *fmo-4* expression, we analyzed the transcriptome of *fmo-4* OE animals and compared them with control animals (Figure 5A). 

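RNA from whole day 1 adults was sequenced in 3 WT libraries and 3 libraries labelled *fmo-4* OE, after selection of messenger RNA on poly-T beads. The labels do not state whether the ubiquitous or the hypodermal *fmo-4* OE strain was used. The deposited read counts covered 20138 genes. WT totals were 20020901, 17768502 and 24943501 reads in replicates 1 to 3, and totals of the libraries labelled *fmo-4* OE were 17576872, 22675429 and 21336047 reads. After a filter on low counts, 13413 genes were compared with the quasi-likelihood F-test of edgeR, with TMM normalization and Benjamini-Hochberg adjusted p-values. The biological coefficient of variation over these genes was 0.297. The *fmo-4* gene (F53F4.5, chromosome V, 13603295 to 13606703) had 522, 397 and 525 reads in WT and 372, 476 and 368 reads in the libraries labelled *fmo-4* OE. Its normalized count was 480 ± 42.8 (mean ± SD) in WT and 407 ± 49.8 in the libraries labelled *fmo-4* OE, a log2 fold change of -0.24 with a standard error of 0.18 and an adjusted p-value of 0.947. All 3 libraries labelled *fmo-4* OE lay below the WT libraries, and an exact test of 3 libraries against 3 cannot go below a p-value of 0.1. Of the other settings tried, leaving out *fmo-4* OE replicate 3 moved this value most, to -0.13. The gene that donated the 3′ UTR of the transgene, *let-858*, also carried no excess of reads, with 2618 ± 137 normalized counts in WT and 2485 ± 58.8 in the libraries labelled *fmo-4* OE (log2 fold change -0.08, adjusted p-value 0.956). An increase in *fmo-4* reads was therefore not detected in the libraries that carry the *fmo-4* OE label. Among the other *fmo* genes, *fmo-1* (K08C7.2) fell from 383 ± 154 to 177 ± 47.1 normalized counts. Its log2 fold change was -1.12 with a standard error of 0.35 and an adjusted p-value of 0.583, and ranged from -0.81 without WT replicate 1 to -1.39 without WT replicate 2. The log2 fold changes of *fmo-2*, *fmo-3* and *fmo-5* were 0.11, -0.46 and 0.10, with standard errors of 0.47, 0.36 and 0.23 and adjusted p-values from 0.948 to 0.973. The value for *fmo-2* turned to -0.16 without WT replicate 2 and that for *fmo-5* to -0.07 without WT replicate 1, and that for *fmo-3* was -0.84 without *fmo-4* OE replicate 1.

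**Figure D1:**
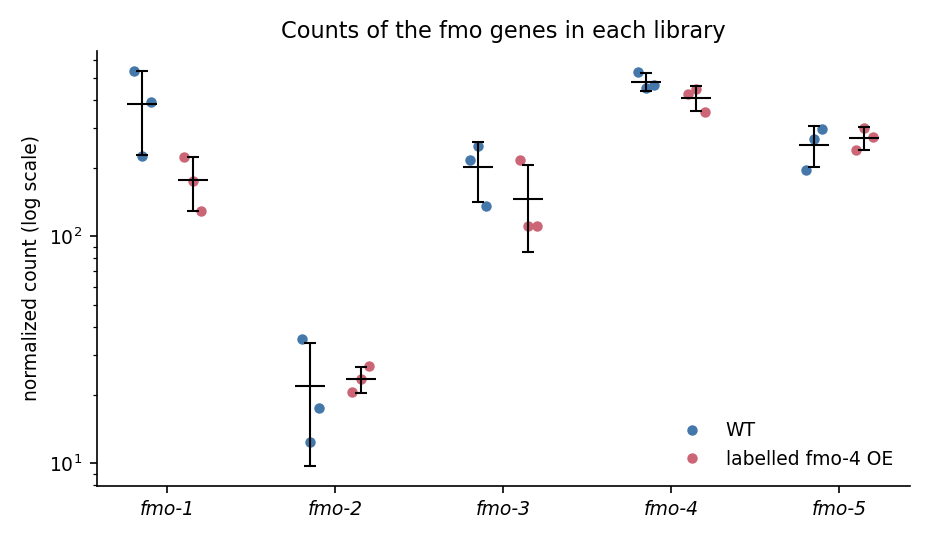
Normalized counts of the 5 *fmo* genes in each library, on a log scale. Blue points are WT libraries and red points are libraries labelled *fmo-4* OE, with 3 libraries in each group. Horizontal lines are means and error bars are standard deviations.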

Based on a p-value of <0.05, we find ~800 transcripts are upregulated and ~500 transcripts are downregulated when *fmo-4* is overexpressed (Source data 1). 

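At an unadjusted p-value under 0.05, 580 of the 13413 genes tested were higher and 404 were lower in the libraries labelled *fmo-4* OE, while 671 genes in all would pass this threshold by chance. The 3 values of one group lay outside those of the other for 785 higher and 705 lower genes, or 11.1% of the genes, against 10% by chance. After Benjamini-Hochberg adjustment, 2 genes were higher and 4 were lower at 0.05. These counts changed with the library left out. Without WT replicate 2, 51 genes were higher and 80 were lower after adjustment. Without WT replicate 1, both counts were 0, with 294 higher and 227 lower genes at an unadjusted p-value under 0.05. Without *fmo-4* OE replicate 3, 219 higher and 283 lower genes passed the unadjusted threshold, and 401 of the 984 genes past it with all libraries remained. Without *fmo-4* OE replicate 2, the counts were 338 and 268. The higher genes past the adjusted threshold were *sdc-3* (C25D7.3, chromosome V), with 519 ± 118 normalized counts in WT and 1890 ± 191 in the libraries labelled *fmo-4* OE, and T10D4.6 (chromosome II), with 493 ± 119 and 1850 ± 179. Their log2 fold changes were 1.86 and 1.91, each with a standard error of 0.20 and an adjusted p-value of 0.0310, and both were higher in 3 of 3 libraries. Their log2 fold changes stayed at 1.74 or more with any library left out. Their adjusted calls held without WT replicate 2 and were lost without each of the other libraries, with at least 10 counts in every library, with library size in place of TMM factors and with replicate number as a covariate. In WT replicate 1, these genes had 428 and 418 reads, and in *fmo-4* OE replicate 1 they had 1767 and 1733. Whether these near-equal counts come from reads of a shared sequence was not tested. In the p-values deposited by the authors, 57 genes were higher and 68 lower at an adjusted p-value under 0.05. Of the genes with an unadjusted p-value under 0.05 in the deposited table, 1099 passed the filter on low counts, and 536 higher and 371 lower genes also had an unadjusted p-value under 0.05 here. A different division of the same libraries gave more genes. When WT replicate 3 and *fmo-4* OE replicates 2 and 3 were set against the other 3 libraries, 4595 genes had an unadjusted p-value under 0.05 and 2907 an adjusted p-value under 0.05. With this division as a covariate, a setting chosen after the data were seen, 554 genes were higher and 703 lower at an unadjusted p-value under 0.05 between the labelled groups, and 6 higher and 6 lower after adjustment.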

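Gene lists for signaling pathways, transcription, protein turnover and structural proteins, written from general knowledge of the worm and from the paper, were tested in the libraries labelled *fmo-4* OE against WT. Over-representation among the higher or lower genes at an unadjusted p-value under 0.05 was tested with a one-sided Fisher's exact test, and a shift of the whole list with camera, both with Benjamini-Hochberg adjustment. Families of transcription factors (*ceh*, *hlh*, *tbx*, *elt* and *nhr* genes) held 25 higher genes where 10.6 were expected (2.36-fold, adjusted p-value 0.000322) and 6 lower genes where 7.38 were expected. Their median log2 fold change over 245 genes was 0.02 (camera adjusted p-value 0.0888). Leaving out WT replicate 3 reduced the over-representation to 1.35-fold. Of 32 Wnt signaling genes, 7 were higher against 1.38 expected (5.06-fold, adjusted p-value 0.00152), with a median of 0.15 and a camera adjusted p-value of 0.00123. Without WT replicate 3 the Wnt values were 1.78-fold and a median of 0.10, and without *fmo-4* OE replicate 1 they were 2.89-fold and 0.20, and neither test passed in either case. The 22 TGFβ signaling genes had a median of -0.08 (camera adjusted p-value 0.658) with 0 higher genes and 1 lower gene at an unadjusted p-value under 0.05. The 36 genes of protein processing in the ER and the unfolded protein response (UPR) had a median of 0.05 (0.230), and 2 were higher where 1.56 were expected. The 32 proteasome genes had a median of -0.04 (0.748), and 0 passed the unadjusted threshold in either direction. Of 19 Skp1-related (*skr*) ubiquitin ligase genes, 7 were higher against 0.822 expected (8.52-fold, adjusted p-value 5.93e-05), with a median of 0.37 and a camera adjusted p-value of 3.36e-05. This was 3.00-fold without WT replicate 3, where it did not pass, and the median was 0.21 without WT replicate 1. Of 22 hedgehog-related genes, 5 were higher against 0.951 expected (5.26-fold, adjusted p-value 0.00801), with a median of 0.55 and a camera adjusted p-value of 8.95e-05. It was 3.26-fold without WT replicate 1, 2.11-fold without WT replicate 3 and 0-fold without *fmo-4* OE replicate 3, and did not pass there. Without *fmo-4* OE replicate 2 it was 5.35-fold and did not pass either, with fewer higher genes called. Of 125 collagen and cuticle genes, 24 were higher against 5.41 expected (4.44-fold, adjusted p-value 6.9e-09) and 0 were lower, with a camera adjusted p-value of 4.5e-10. It did not pass without WT replicate 1 (2.30-fold) or *fmo-4* OE replicate 3 (2.50-fold), and with the division of the libraries that gave more genes as a covariate it was 1.74-fold. The 27 histone genes had a median of 0.24 (camera adjusted p-value 0.102). Adjusted over the list alone, 1 *skr* gene and 0 genes of each of the other lists named here passed 0.05, and adjusted over all genes tested, 0 did. The shifts that camera called at its preset correlation of 0.01 held neither with fry (smallest adjusted p-value 0.169) nor with the correlation estimated from the data (0.308).

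**Figure D2:**
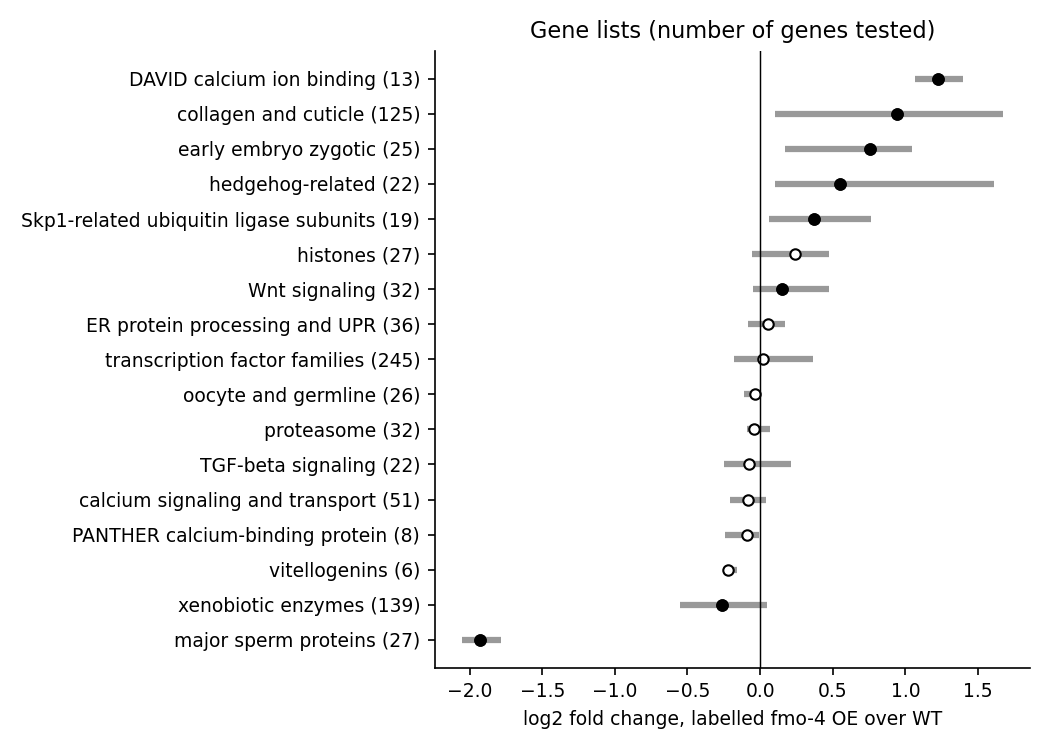
Log2 fold change of the gene lists in the libraries labelled *fmo-4* OE over WT, with 3 libraries in each group. Circles are medians over the genes tested, whose number is given in brackets, and bars run from the lower to the upper quartile. Filled circles have a camera adjusted p-value under 0.05 and open circles do not.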

Of the upregulated and downregulated transcripts unique to the *fmo-4* OE profile, we noticed that some of the significant pathways include transcription, Wnt signaling, TGFβ signaling, protein processing in the ER, and other subsets of signaling, as determined by the **D**atabase for **A**nnotation, **V**isualization and **I**ntegrated **D**iscovery (DAVID) Functional Annotation Bioinformatics Microarray Analysis (Figure 5A). Based on its known role as a xenobiotic enzyme, we were intrigued to find that *fmo-4* OE is modulating signaling pathways. 

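The xenobiotic enzymes (*cyp*, *ugt* and *gst* genes) were lower as a list in the libraries labelled *fmo-4* OE. Of 139 genes tested, 18 were lower where 4.19 were expected (4.30-fold, Fisher's exact test adjusted p-value 1.59e-06) and 7 were higher where 6.01 were expected. The median log2 fold change was -0.26, also with the 5 genes at the limit of detection set to their bounds. The camera adjusted p-value was 1.28e-09 at the preset correlation. This shift passed neither with fry (adjusted p-value 0.169) nor by camera with the correlation estimated from the data (0.308). Adjusted over the list alone, 7 genes passed 0.05, and 3 lower genes did over all genes tested. Over the libraries left out in turn, the over-representation ranged from 2.50-fold without WT replicate 2 to 5.70-fold without *fmo-4* OE replicate 3. At least 10 counts in every library, which leaves out genes at the limit of detection, gave 3.79-fold (Fisher's exact test adjusted p-value 0.000747) and a median of -0.19. With the division of the libraries that gave more genes as a covariate it was 2.75-fold with a median of -0.14, and still passed. The 3 lower genes past 0.05 over all genes tested were *cyp-34A8*, *cyp-34A9* and *cyp-35A5*. They had 327 ± 50.4, 258 ± 25.3 and 129.9 ± 13.8 normalized counts in WT and 0 reads in all 3 libraries labelled *fmo-4* OE. Against a limit of 3 counts they were at least 95.4-fold, 75.3-fold and 37.9-fold lower (adjusted p-values 0.00637, 0.00637 and 0.0157). The lower gene past the adjusted threshold outside the list, *dach-1* (134 ± 41.8 in WT), also had 0 reads and was at least 39.0-fold lower (0.0310). The adjusted calls of these genes were lost without WT replicate 1, that of *dach-1* also without *fmo-4* OE replicate 2 or 3, and those of *dach-1* and *cyp-35A5* with replicate number as a covariate. All 4 lie within 1 run of 10 neighbouring genes on chromosome V, from 3936374 to 3973001 in the deposited coordinates, and no gene of the run had a read in a library labelled *fmo-4* OE, against 922, 947 and 980 reads in the WT libraries. The calls within the run thus come from 1 stretch of the genome and are not independent of each other.

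**Figure D3:**
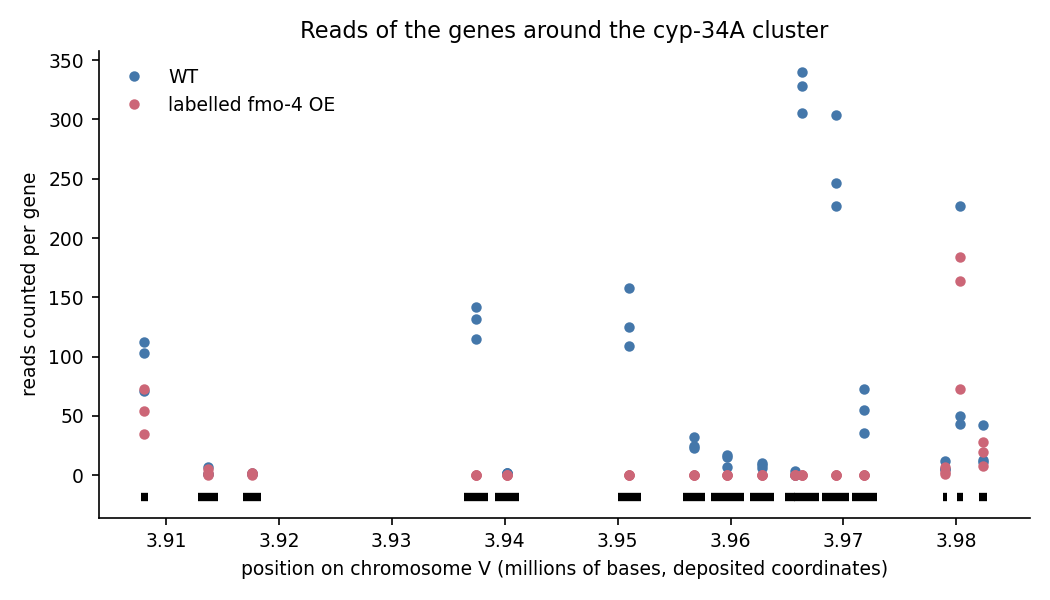
Reads counted for the genes around the *cyp-34A* cluster of chromosome V, in the deposited coordinates. Each point is 1 gene in 1 library, blue for WT and red for libraries labelled *fmo-4* OE, with 3 libraries in each group. Black bars are the spans of the genes.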

We were further intrigued to find that one of the signaling pathways affected by *fmo-4* is calcium signaling (Source data 2). This was interesting considering that *fmo-4* OE worms are sensitive to thapsigargin (Figure 3G–J), implicating an interaction between calcium signaling and *fmo-4*. 

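The genes that DAVID listed for the calcium ion binding term were tested in the counts. The study chose them among its higher genes in the same libraries, so their direction, over-representation, shift and lack of overlap follow in part from that choice and are not independent evidence. Of these genes, 13 passed the filter on low counts, and all 13 were higher in the libraries labelled *fmo-4* OE at an unadjusted p-value under 0.05 (23.1-fold over-representation among the higher genes). Log2 fold changes ranged from 0.56 for *cdh-4* to 1.69 for B0393.5, with a median of 1.22 and a camera adjusted p-value of 2.46e-15. Adjusted over all genes tested, the p-values of the 13 genes ranged from 0.583 to 0.668 and 0 passed 0.05. With DESeq2 1 gene passed, *dex-1*, and without WT replicate 2 it was 2 genes. Adjusted over the list alone all 13 passed, which had to follow, since each had an unadjusted p-value under 0.05. The values of the groups did not overlap for 9 of the 13 genes, where the 10% that chance gives holds only for genes not chosen on these libraries. The smallest unadjusted p-value was that of *dex-1* (log2 fold change 1.27, standard error 0.31). The median was 1.71 without WT replicate 2 and 1.00 without *fmo-4* OE replicate 3, and the over-representation was lost without WT replicate 3 (4.39-fold) or *fmo-4* OE replicate 3 (9.67-fold). Without WT replicate 1 it was 10.1-fold, which passed, with 3 of 14 genes at an unadjusted p-value under 0.05. That count was 3 of 13 without WT replicate 3 and 2 of 13 without *fmo-4* OE replicate 3. It was 13 of 14 without WT replicate 2 or *fmo-4* OE replicate 1, and 9 of 13 without *fmo-4* OE replicate 2. With the division of the libraries as a covariate it was 8 of 13. H10E21.4, also listed by DAVID, had 3, 1 and 2 reads in WT and 0, 11 and 30 in the libraries labelled *fmo-4* OE and was not tested. For a list of calcium stores, channels, pumps, exchangers and sensors, written independently of the libraries, no shift was detected. Its 51 genes had a median log2 fold change of -0.09 (quartiles -0.21 and 0.04, camera adjusted p-value 0.241), with 1 higher gene where 2.21 were expected and 1 lower gene where 1.54 were expected. Adjusted over the list alone, 0 of these genes passed 0.05, and over all genes tested 0 did. Of the 51 genes, 16 had a log2 fold change above 0. With single libraries left out, the camera adjusted p-value ranged from 0.0598 without WT replicate 3 (median -0.13) to 0.592 without WT replicate 2 (median -0.05). Within this list, *crt-1* had 16800 ± 5695 normalized counts in WT and 21891 ± 4022 in the libraries labelled *fmo-4* OE (log2 fold change 0.38, standard error 0.27, adjusted p-value 0.920), and its log2 fold change was 0.12 without WT replicate 1 and 0.57 without WT replicate 2. The log2 fold changes of *itr-1* and *mcu-1* were -0.45 and -0.18, each with a standard error of 0.24 and with adjusted p-values of 0.805 and 0.956, and with the division of the libraries as a covariate *mcu-1* turned to 0.02. Without *fmo-4* OE replicate 1 they were -0.72 and -0.42, and without *fmo-4* OE replicate 2 they were -0.29 and -0.06. Those of *vdac-1* and *sca-1*, which encodes the calcium pump of the ER, were 0.03 and -0.04, with standard errors of 0.13 and 0.15, and each turned when single libraries were left out (to -0.03 and 0.03). From the calcium signaling term and the sensitivity of *fmo-4* OE worms to thapsigargin, the paper proposes an interaction between calcium signaling and *fmo-4*. It then tests this interaction in worms with carbachol, EDTA and RNAi of calcium genes, experiments that these counts do not address.

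**Figure D4:**
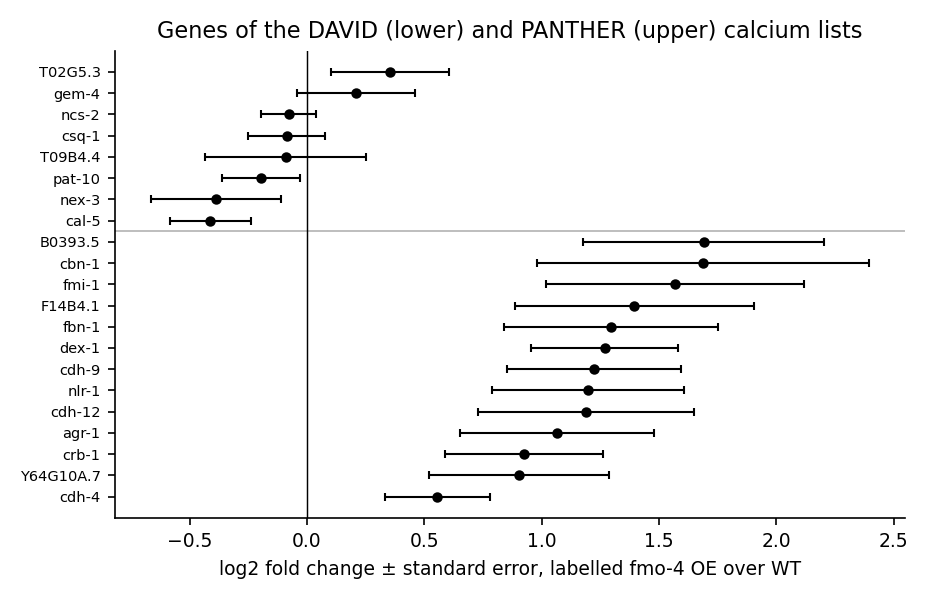
Log2 fold change of the genes of the DAVID list (lower part) and of a PANTHER list of calcium-binding proteins (upper part) in the libraries labelled *fmo-4* OE over WT, with 3 libraries in each group. Points are fitted values and error bars are standard errors.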

To further verify this possibility, we used another tool called PANTHER Classification System Protein Class, which identified FMO-4 as a putative transmembrane signal receptor (G-protein coupled receptor), ion transporter, and/or calcium-binding protein (Source data 2). Together, these results support the possibility that FMO-4 is involved in calcium-related processes.

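In the counts, 8 genes of the PANTHER class of calcium-binding proteins could be tested. Their median log2 fold change in the libraries labelled *fmo-4* OE over WT was -0.09 (quartiles -0.24 and -0.01, camera adjusted p-value 0.378), and values ranged from -0.41 for *cal-5* to 0.35 for T02G5.3. None was higher at an unadjusted p-value under 0.05, and 1 was lower where 0.241 were expected (4.15-fold, Fisher's exact test adjusted p-value 0.671). This gene, *cal-5*, had 709 ± 75.8 normalized counts in WT and 532 ± 63.5 in the libraries labelled *fmo-4* OE, without overlap between the groups (standard error 0.17, adjusted p-value 0.660). With single libraries left out, the over-representation of the list among lower genes ranged from 0-fold (without WT replicate 1) to 2.68-fold (without WT replicate 2). Adjusted over the list alone, 0 genes passed 0.05, and over all genes tested 0 did. Of the 8 genes, 0 are in the study's own list of genes with a p-value under 0.05, so they do not test its calls. The 4 genes in no other list here had a median of 0.06. *efhc-1* had 4, 2 and 4 reads in WT and 5, 0 and 1 in the libraries labelled *fmo-4* OE and was not tested, and 2 identifiers of the class were not matched to a gene of the table.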

**Figure 5.**
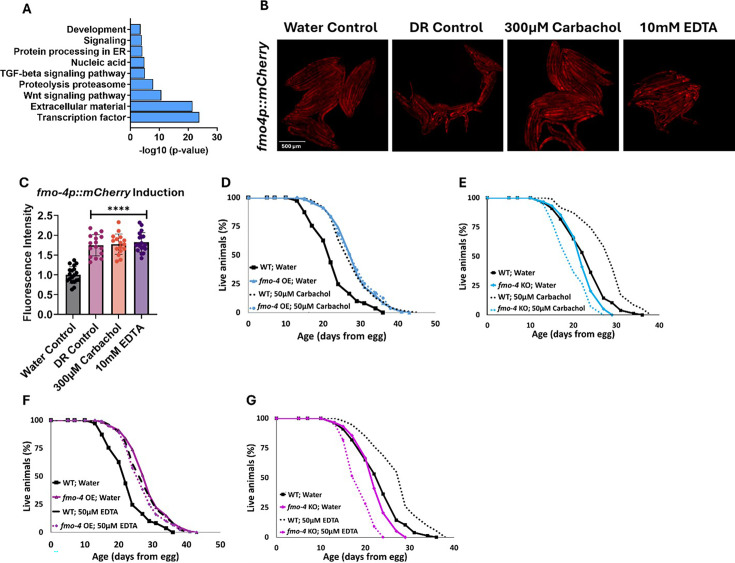
*fmo-4* OE transcriptomics reveals a link to calcium regulation. (**A**) Gene ontology (GO) analysis of significantly regulated pathways unique to *fmo-4* overexpression (*fmo-4* OE). (**B**) Fluorescence images of *fmo-4p::mCherry* reporter worms exposed to a water control, dietary restriction (DR) control, 300 µM carbachol, or 10 mM EDTA, which is quantified in (**C**) (n = ~20 worms per condition, three replicate experiments). (**D**) Lifespan assessment of wild-type (WT) and *fmo-4* OE worms exposed to a water control or 50 µM carbachol. (**E**) Lifespan assessment of WT and *fmo-4* knockout (*fmo-4* KO) worms exposed to a water control or 50 µM carbachol (**F**) Lifespan assessment of WT and *fmo-4* OE worms exposed to a water control or 50 µM EDTA. (**G**) Lifespan assessment of WT and *fmo-4* KO worms exposed to a water control or 50 µM EDTA. For all lifespan analyses, n = ~120 worms per condition, three replicate experiments performed. Significance was determined at p<0.05 using log-rank analysis and significant interactions between the condition of interest and genotype was determined at p<0.01 using Cox regression analysis. For imaging experiments, * denotes significant change at p<0.05 using unpaired two-tailed t-test. N.S. = not significant. All replicate data can be found in Figure 5—source data 1; Figure 5—source data 2; Figure 5—source data 3. Figure 5—source data 1.Carbachol and EDTA imaging replicates. Figure 5—source data 2.Quantification of Carbachol and EDTA imaging replicates. Figure 5—source data 3.Carbachol and EDTA lifespan replicates.

**Figure 5—figure supplement 1.**
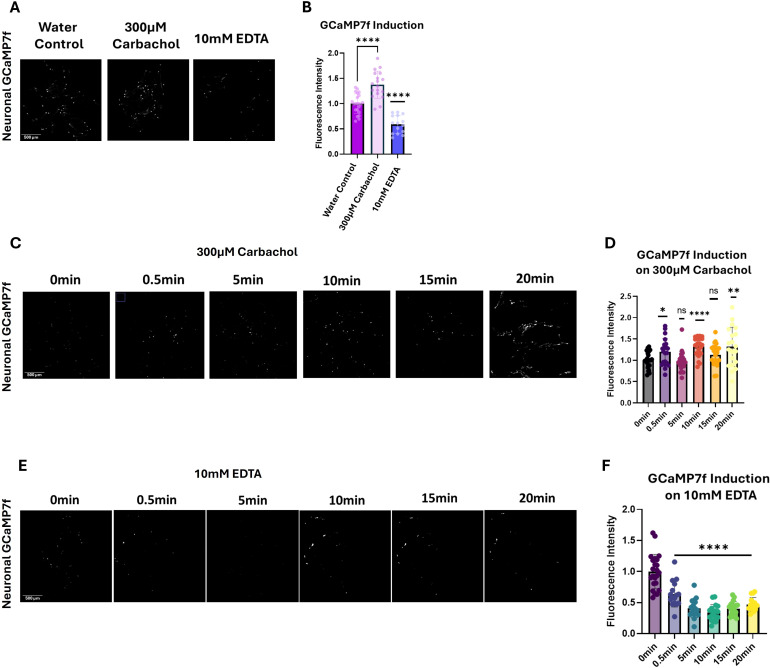
Carbachol and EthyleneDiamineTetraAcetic acid (EDTA) alter GCaMP7f fluorescence intesity. (**A**) Fluorescence images of neuronal GCaMP7f calcium indicator worms on water control, 300 µM carbachol, or 10 mM EDTA. Fluorescence intensity is quantified in (**B**) (n = ~20 worms per condition, three replicate experiments). (**C**) Fluorescence images of the neuronal GCaMP7f calcium indicator worms on 300 µM carbachol assessed at multiple time points including 0 min (minutes), 0.5 min, 5 min, 10 min, 15 min, and 20 min. Fluorescence intensity is quantified in (**D**) (n = ~20 worms per condition, three replicate experiments). (**E**) Fluorescence images of the neuronal GCaMP7f calcium indicator worms on 10 mM EDTA assessed at multiple time points including 0 min (minute), 0.5 min, 5 min, 10 min, and 20 min. Fluorescence intensity is quantified in (**F**) (n = ~20 worms per condition, three replicate experiments). * denotes significant change in fluorescence compared to control. p<0.05 using an unpaired two-tailed t-test. N.S.=not significant. All replicate data can be found in Figure 5—figure supplement 1—source data 1; Figure 5—figure supplement 1—source data 2. Figure 5—figure supplement 1—source data 1.GCaMP7f on Carbachol imaging replicates. Figure 5—figure supplement 1—source data 2.GCaMP7f on EDTA imaging replicates.

To begin exploring this interaction, we determined how changes in intracellular calcium levels impact *fmo-4* expression and lifespan. We first manipulated calcium levels by supplementing the acetylcholine agonist, carbachol. Carbachol activates acetylcholine receptors, increasing overall intracellular calcium levels (Masoumi et al., 2023). We first validated that carbachol increases calcium levels by utilizing worms that neuronally express the calcium indicator GCaMP7f (SWF702; Dag et al., 2023). When these worms were exposed to 300 µM carbachol, a significant increase in GFP fluorescence was reported, indicating an increase in calcium levels (Figure 5—figure supplement 1A–D). We then measured *fmo-4* gene expression upon exposure to carbachol using an *fmo-4p::mCherry* transcriptional reporter strain. Interestingly, we find that supplementation of 300 µM carbachol induces *fmo-4* promoter expression fluorescence nearly twofold over a water control (Figure 5B, C). This was similar to the level of induction of *fmo-4* in fasted (DR-like) conditions (Figure 5B, C). We postulate that *fmo-4* is induced by carbachol because increased intracellular calcium activates *fmo-4* gene expression. Since carbachol supplementation induces *fmo-4*, we hypothesized that carbachol may affect lifespan and would interact with *fmo-4*. We measured the lifespan of worms supplemented with 50 µM carbachol and find that while WT lifespan is significantly extended by carbachol, this extension is not additive with *fmo-4* OE (Figure 5D), and requires *fmo-4,* as the *fmo-4* KO is shorter-lived when exposed to carbachol (Figure 5E).

To test whether reducing calcium has an opposing effect to increasing it, we utilized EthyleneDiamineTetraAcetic acid (EDTA) to deplete calcium levels (Mellau and Jørgensen, 2003). We validated that EDTA depletes calcium levels by exposing GCaMP7f expressing worms (Dag et al., 2023) to 10 mM EDTA and we observed a significant decrease in GFP fluorescence, indicating a decrease in calcium levels (Figure 5—figure supplement 1A, B, E, F). Then, we placed *fmo-4p::mCherry* reporter worms on plates containing 10 mM EDTA and measured fluorescence. Surprisingly, we find that EDTA also significantly induces *fmo-4* expression (Figure 5B, C). We then assessed the survival of WT, *fmo-4* OE and KO worms on plates supplemented with 50 µM EDTA. We find that EDTA significantly extends WT lifespan without further extending *fmo-4* OE lifespan (Figure 5F), while shortening the lifespan of *fmo-4* KO animals (Figure 5G). Overall, these data suggest that *fmo-4* is highly sensitive to changing calcium levels in either direction, and that both increasing and depleting calcium (1) induces *fmo-4,* (2) extends WT lifespan, (3) is not additive with *fmo-4* OE lifespan, and (4) is deleterious to *fmo-4* KO animals. Thus, these results support an interaction between *fmo-4* and calcium signaling.

### *fmo-4* genetically interacts with calcium signaling to promote longevity and paraquat resistance

Having established an interaction between *fmo-4* and calcium perturbations, we next asked if *fmo-4* interacts with genes involved in calcium signaling. These genes include calreticulin (*crt-1*), inositol triphosphate receptor (IP_3_R, *itr-1*), and the mitochondrial calcium uniporter (*mcu-1*; Burkewitz et al., 2020). Calreticulin is responsible for binding and sequestering calcium in the ER lumen (Groenendyk et al., 2021; Park et al., 2001). It was previously shown that FMO protein extracted from rabbit lung can form a complex with calreticulin, suggesting a physical interaction (Guan et al., 1991). When testing for genetic interactions between *crt-1* and *fmo-4,* we find that *crt-1* RNAi extends WT lifespan, as previously reported (Burkewitz et al., 2020), and that this lifespan extension is not additive with *fmo-4* OE (Figure 6A). Treating *fmo-4* KO worms with *crt-1* RNAi can significantly extend lifespan (Figure 6—figure supplement 1A), but this result was inconsistent (Source data 3). Overall, this suggests that *fmo-4* and *crt-1* are acting in the same genetic pathway. IP_3_R, or *itr-1* in *C. elegans,* is located in the ER membrane and is critical for exporting calcium from the ER lumen into the cytosol (Groenendyk et al., 2021; Berridge, 1993). Previous results suggest that loss of *itr-1* decreases WT lifespan (Burkewitz et al., 2020), which our results confirm (Figure 6B). Importantly, we also find that *itr-1* RNAi decreases lifespan of *fmo-4* KO worms similarly (Figure 6—figure supplement 1B) and *fmo-4* OE (Figure 6B) worms to a greater extent than WT, negating the relative longevity of *fmo-4* OE worms compared to WT. Thus, *itr-1* is required to increase lifespan downstream of *fmo-4*. MCU (*mcu-*1) is located in the inner mitochondrial membrane and allows cytosolic calcium into the inner mitochondrial matrix (Groenendyk et al., 2021; Marchi and Pinton, 2014). We also find that *mcu-1* is required downstream of *fmo-4* OE, as *mcu-1* RNAi abrogates the *fmo-4* OE lifespan (Figure 6C). The *fmo-4* KO lifespan is slightly decreased on *mcu-1* RNAi (Figure 6—figure supplement 1C). These data support that *fmo-4* extends lifespan through its interactions with the calcium signaling genes, *crt-1, itr-1,* and *mcu-1*.

**Figure 6.**
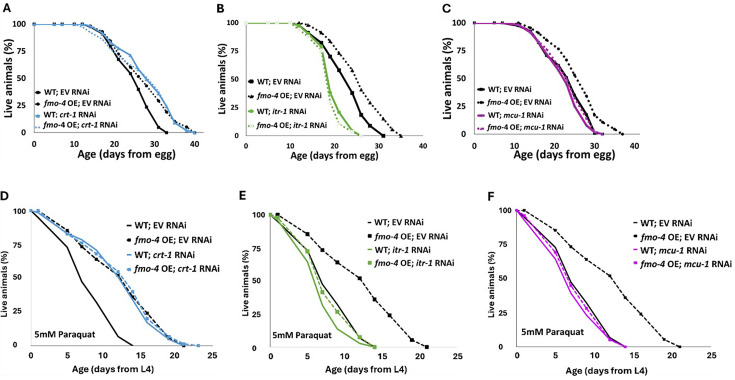
*fmo-4* interacts with calcium signaling genes to promote longevity and paraquat resistance. (**A**) Survival analysis of wild-type (WT) and *fmo-4* overexpressing (*fmo-4* OE) worms on empty vector (EV) and *crt-1* RNAi. (**B**) Survival analysis of worms on EV and *itr-1* RNAi. (**C**) Survival analysis of worms on EV and *mcu-1* RNAi. For all lifespan analyses, n = ~120 worms per condition, three replicate experiments were performed. (**D**) Survival of WT and *fmo-4* OE worms on EV and *crt-1* RNAi exposed to 5 mM paraquat at L4 stage. (**E**) Survival of worms on EV and *itr-1* RNAi exposed to 5 mM paraquat at L4 stage. (**F**) Survival of worms on EV and *mcu-1* RNAi exposed to 5 mM paraquat at L4 stage. For all paraquat survival assays, n = ~90 worms per condition, three replicate experiments performed. Significance was determined at p<0.05 using log-rank analysis and significant interactions between the condition of interest and genotype were determined at p <0.01 using Cox regression analysis. All replicate data can be found in Figure 6—source data 1; Figure 6—source data 2; Figure 6—source data 3; Figure 6—source data 4. Figure 6—source data 1.*fmo-4* OE worms on *crt-1* RNAi lifespan replicates. Figure 6—source data 2.*fmo-4* OE worms on *itr-1* RNAi lifespan replicates. Figure 6—source data 3.*fmo-4* OE worms on *mcu-1* RNAi lifespan replicates. Figure 6—source data 4.Paraquat stress replicates of *fmo-4* OE worms on *crt-1, itr-1* and *mcu-1* RNAi.

**Figure 6—figure supplement 1.**
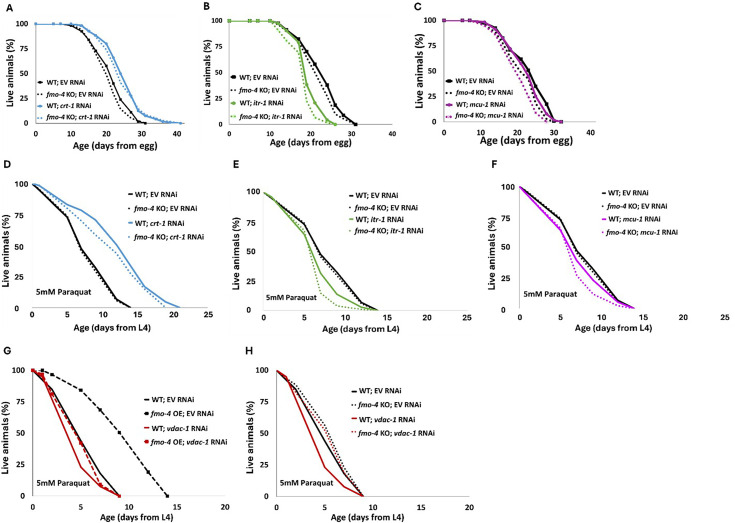
Lifespan and paraquat survival assessments of *fmo-4* KO worms on *crt-1, itr-1,* and *mcu-1* RNAi. (**A**) Lifespan assessment of wild-type (WT) and *fmo-4* knockout (*fmo-4* KO) worms on empty vector (EV) and *crt-1* RNAi. (**B**) Lifespan assessment of WT and *fmo-4* KO worms on EV and *itr-1* RNAi. (**C**) Lifespan assessment of WT and *fmo-4* KO worms on EV and *mcu-1* RNAi. For all lifespan assays, n = ~120 worms per condition, three replicate experiments performed. (**D**) Survival of WT and *fmo-4* KO worms on EV and *crt-1* RNAi exposed to 5 mM paraquat at L4 stage. (**E**) Survival of WT and *fmo-4* KO worms on EV and *itr-1* RNAi exposed to 5 mM paraquat at L4 stage. (**F**) Survival of WT and *fmo-4* KO worms on EV and *mcu-1* RNAi exposed to 5 mM paraquat at L4 stage. (**G**) Survival of WT and *fmo-4* overexpressing (OE) worms on EV and *vdac-1* RNAi exposed to 5 mM paraquat at L4 stage. (**H**) Survival of WT and *fmo-4* KO worms on EV and *vdac-1* RNAi exposed to 5 mM paraquat at L4 stage. For all paraquat survival assays, n = ~90 worms per condition, three replicate experiments performed. Significance was determined at p<0.05 using log-rank analysis and significant interactions between the condition of interest and genotype was determined at p<0.01 using Cox regression analysis. All replicate data can be found in Figure 6—figure supplement 1—source data 1; Figure 6—figure supplement 1—source data 2; Figure 6—figure supplement 1—source data 3; Figure 6—figure supplement 1—source data 4. Figure 6—figure supplement 1—source data 1.*fmo-4* KO worms on *crt-1* RNAi lifespan replicates. Figure 6—figure supplement 1—source data 2.*fmo-4* KO worms on *itr-1* RNAi lifespan replicates. Figure 6—figure supplement 1—source data 3.*fmo-4* KO worms on *mcu-1* RNAi lifespan replicates. Figure 6—figure supplement 1—source data 4.Paraqaut stress assays of *fmo-4* KO worms on *crt-1, itr-1*, *mcu-1*, and *vdac-1* RNAi replicates.

In addition to lifespan assessment, we were curious whether these genes also interact with *fmo-4* expression to modify resistance to paraquat. We exposed WT, *fmo-4* OE, and *fmo-4* KO worms to 5 mM paraquat plates with RNAi for *crt-1, itr-1* or *mcu-1* and assessed survival over time. Interestingly, we find that *crt-1* RNAi promotes resistance in WT worms and this effect is not additive in *fmo-4* OE worms (Figure 6D). Furthermore, *crt-1* RNAi extends the lifespan of *fmo-4* KO worms (Figure 6—figure supplement 1D), suggesting that *crt-1* and *fmo-4* act in the same pathway and that *crt-1* may act downstream of *fmo-4* to promote paraquat stress resistance. Neither *itr-1* RNAi nor *mcu-1* RNAi confers resistance to paraquat, and *fmo-4* OE resistance is lost when exposed to these RNAi (Figure 6E, F). The *fmo-4* KO worms show a decrease in paraquat survival when treated with *itr-1* and *mcu-1* RNAi (Figure 6—figure supplement 1E, F). We also measured paraquat stress resistance of *fmo-4* OE and KO worms exposed to RNAi of the voltage-dependent anion channel 1 (*vdac-1*)*,* which is located in the outer mitochondrial membrane and also regulates calcium flow into and out of the mitochondria (Shoshan-Barmatz et al., 2018). Interestingly, *fmo-4* OE resistance is lost when exposed to *vdac-1* RNAi and the *fmo-4* KO worms show no difference in paraquat survival compared to the EV RNAi control (Figure 6—figure supplement 1G, H). These data support a model where *fmo-4* OE converges onto a shared pathway mediating paraquat stress resistance and longevity regulation. Together, we conclude that *fmo-4* interacts with ER to mitochondrial calcium signaling through *crt-1, itr-1,* and *mcu-1,* to promote longevity and paraquat stress resistance.

### *atf-6* KD regulates *fmo-4*-mediated longevity and paraquat resistance

Our data establish that *fmo-4* interacts with ER and mitochondrial calcium signaling to promote lifespan extension and resistance to paraquat. A previous study linked many of these components to a major regulator of UPR^ER^, activating transcription factor-6 (*atf-6*) (Burkewitz et al., 2020). When *atf-6* is lost, lifespan is extended through changes in calcium signaling between the ER and mitochondria requiring *crt-1, itr-1,* and *mcu-1* (Burkewitz et al., 2020). 

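In the transcriptomes, *atf-6* (F45E6.2) had 312 ± 42.9 normalized counts (mean ± SD) in 3 WT libraries and 325 ± 18.2 in 3 libraries labelled *fmo-4* OE. Its log2 fold change was 0.06 with a standard error of 0.19 and an edgeR adjusted p-value of 0.966, and was -0.03 without WT replicate 3, so no difference larger than the spread between libraries was detected. Other genes of the UPR had log2 fold changes of -0.15 (*ire-1*), 0.05 (*xbp-1*), -0.12 (*pek-1*) and -0.19 (*atf-4*), with standard errors of 0.15, 0.12, 0.15 and 0.17. Without *fmo-4* OE replicate 1 the values were -0.28 for *ire-1*, -0.02 for *pek-1* and -0.05 for *atf-4*, and *xbp-1* was 0.01 without WT replicate 1. At the other end, *ire-1* was -0.06 and *atf-4* -0.28 without *fmo-4* OE replicate 2. Without *fmo-4* OE replicate 3, *pek-1* was -0.20 and *xbp-1* 0.11. The *xbp-1* adjusted p-value was 0.964 and the *atf-4* adjusted p-value was 0.956.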

Based on our transcriptomics data and *fmo-4’s* interactions with calcium signaling genes, we hypothesized that *fmo-4* could interact with *atf-6* to promote longevity and paraquat resistance. To test whether *atf-6* is regulating *fmo-4,* we utilized our *fmo-4p::mCherry* transcriptional reporter strain. We measured *fmo-4* gene expression after RNAi knockdown of *atf-6* and find that *fmo-4p::mCherry* worms on *atf-6* RNAi show a consistent ~two fold increase in fluorescence (Figure 7A, B), similar to what we observe from calcium perturbations (Figure 5B, C). Since *atf-6* is one of three branches of UPR^ER^, we were curious to see if *fmo-4* interacts specifically with *atf-6* or also with the other two branches, *ire-1*/*xbp-1* and *pek-1*/*atf-4* (Read and Schröder, 2021). We treated the *fmo-4p::mCherry* reporter worms with *ire-1, xbp-1, pek-1,* or *atf-4* RNAi and measured fluorescence. We find that knocking down the components of the IRE-1 or PEK-1 branches does not induce *fmo-4* gene expression (Figure 7—figure supplement 1A, B). Thus, only knockdown of the ATF-6 branch of UPR^ER^ induces *fmo-4* expression.

**Figure 7.**
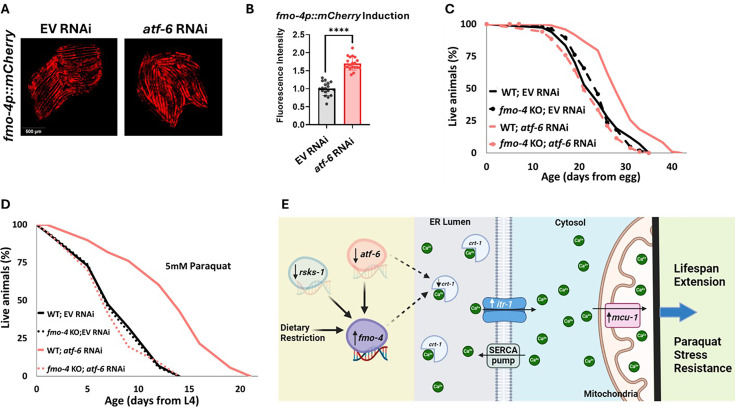
*atf-6* KD regulates *fmo-4*-mediated longevity and paraquat stress resistance. (**A**) Fluorescence imaging of the *fmo-4p::mCherry* reporter worms on empty vector (EV) and *atf-6* RNAi. (**B**) Quantification of (**A**) (n = ~20 worms per condition, three replicate experiments). (**C**) Lifespan analysis of wild-type (WT) and *fmo-4* knockout (*fmo-4* KO) worms on EV and *atf-6* RNAi (n = ~120 worms per condition, three replicate experiments). (**D**) Survival of WT and *fmo-4* KO worms on EV and *atf-6* RNAi exposed to 5 mM paraquat at L4 stage (n = ~90 worms per condition, three replicate experiments). Significance was determined at p<0.05 using log-rank analysis and significant interactions between the condition of interest and genotype was determined at p<0.01 using Cox regression analysis. (**E**) Working model showing that *fmo-4* acts downstream of multiple longevity promoters including dietary restriction, reduction in *rsks-1,* and reduction in *atf-6*. Reduced expression of *atf-6* induces *fmo-4* expression, which regulates calcium regulation from the endoplasmic reticulum (ER) to the mitochondria to promote lifespan extension and paraquat stress resistance. For imaging experiments, * denotes significant change at p<0.05 using unpaired two-tailed t test. N.S. = not significant. All replicate data can be found in Figure 7—source data 1; Figure 7—source data 2; Figure 7—source data 3; Figure 7—source data 4. Figure 7—source data 1.*atf-6* RNAi imaging replicates. Figure 7—source data 2.Quantification of *atf-6* RNAi imaging replicates. Figure 7—source data 3.*fmo-4* KO worms on *atf-6* RNAi lifespan replicates. Figure 7—source data 4.*fmo-4* KO worms on *atf-6* RNAi paraquat stress replicates.

**Figure 7—figure supplement 1.**
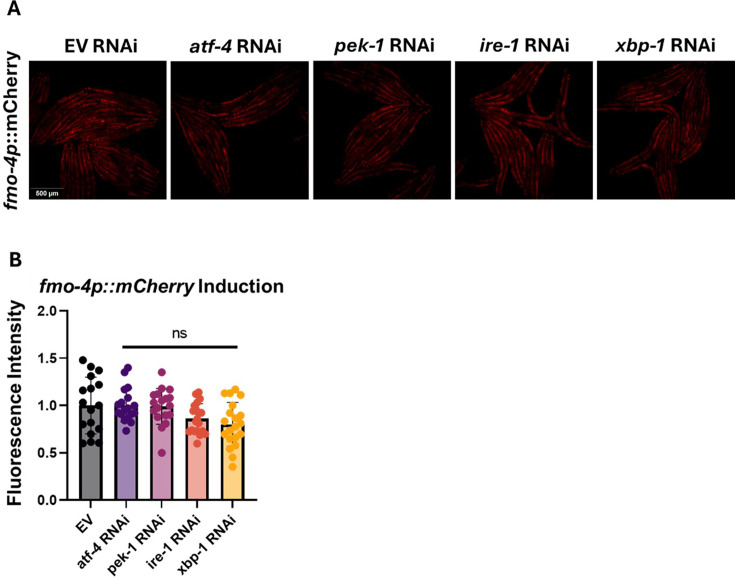
*fmo-4* gene expression is not induced by the other branches of UPR^ER^. (**A**) Fluorescence images of the *fmo-4p::mCherry* reporter worms on empty vector (EV) RNAi, *atf-4* RNAi, *pek-1* RNAi, *ire-1* RNAi, and *xbp-1* RNAi, quantified in (**B**) (n = ~20 worms per condition, three replicate experiments). * denotes significant change in fluorescence compared to EV RNAi control. p<0.05 using unpaired two-tailed t test. N.S. =not significant. All replicate data can be found in Figure 7—figure supplement 1—source data 1; Figure 7—figure supplement 1—source data 2. Figure 7—figure supplement 1—source data 1.Fluorescent images of reporter worms on *atf-4, pek-1, ire-1*, and *xbp-1* RNAi replicates. Figure 7—figure supplement 1—source data 2.Quantification of fluorescent images of reporter worms on *atf-4, pek-1, ire-1,* and *xbp-1* RNAi replicates.

We hypothesized that *atf-6* limits *fmo-4* expression and thus *fmo-4* acts downstream of *atf-6* knockdown to modulate lifespan extension. To test this, we assessed survival and find that while *atf-6* RNAi extends the lifespan of WT worms, as reported (Burkewitz et al., 2020), this effect is abrogated when *fmo-4* is knocked out (Figure 7C). This result suggests that *fmo-4* is indeed acting downstream of *atf-6* to promote longevity. To determine if *atf-6* is also involved in *fmo-4-*mediated paraquat resistance, we exposed WT and *fmo-4* KO worms to 5 mM paraquat plates with *atf-6* RNAi. We find that *atf-6* RNAi promotes stress resistance to paraquat, but this effect is lost when *fmo-4* is knocked out, supporting the hypothesis that *atf-6* is involved in *fmo-4-*mediated paraquat resistance (Figure 7D). Together, these data suggest that *fmo-4* modulates lifespan and paraquat stress resistance downstream of the reduction in *atf-6*, ultimately regulating ER to mitochondria calcium signaling (Figure 7E).

## Discussion

Together, our data present a model where *fmo-4* acts downstream of DR and mTOR to positively affect healthspan and longevity (Figure 1B–C). *fmo-4* overexpression is sufficient to provide these benefits (Figure 3) and does not require the DR-mediating family member, *fmo-2* (Figure 2). Our results also suggest that *fmo-4* gene expression is upregulated upon changes in intracellular calcium, and that *fmo-4* interacts with calcium signaling through key genes like *crt-1, itr-1,* and *mcu-1*, to promote longevity and paraquat stress resistance (Figures 5–6). The relationship between *fmo-4* and calcium is further illustrated by *fmo-4* OE’s susceptibility to thapsigargin, a calcium-mediated ER stress. Furthermore, we find that knocking down the UPR^ER^ transcription factor and calcium regulator, *atf-6,* induces *fmo-4* gene expression and requires *fmo-4* to promote longevity (Figure 7). Collectively, our data suggest that *fmo-4* promotes longevity and paraquat stress resistance by regulating calcium homeostasis between the ER and mitochondria (Figure 7E).

Previous studies from our lab have elucidated how *C. elegans fmo-2* promotes longevity through endogenous metabolism (Choi et al., 2023). Based on the conservation within the *fmo* gene family and that multiple Fmos are induced in long-lived worms and mammals, it was reasonable to hypothesize that Fmos could play overlapping roles in longevity regulation. Our data here support the broader hypothesis that Fmos have a conserved role in aging, but interestingly, that the mechanisms by which they modulate aging are separable. Importantly, we find that *fmo-4* is required for multiple longevity-promoting pathways, including DR and mTOR, but is not required for lifespan extension through the hypoxic response, insulin-like signaling, or cytochrome c reductase pathways. We also find that *fmo-4* does not require *fmo-2,* but that *fmo-2* does require *fmo-4*. This is interesting because not only do these data tell us that *fmo-4* is important in the context of longevity, but also that it acts distinctly from *fmo-2*.

After creating ubiquitous and hypodermal-specific *fmo-4* overexpressing strains, we find that *fmo-4* is sufficient for longevity and paraquat stress resistance but not heat, tunicamycin, or thapsigargin stress. These results further differentiate *fmo-4* from *fmo-2* and also provide insight into *fmo-4’s* potential roles in the cell. For instance, *fmo-4* OE worms’ resistance to paraquat could suggest a role in responding to or controlling reactive oxygen species (ROS) production in the mitochondria. Additionally, *fmo-4* OE worms’ sensitivity to thapsigargin likely points towards an involvement in ER calcium regulation. These are both interesting plausible roles for *fmo-4,* and may go hand in hand, as calcium levels are known to impact ROS levels (Görlach et al., 2015), and changes in ROS levels are known to impact ER calcium release (Görlach et al., 2015). Based on this and the data with calcium perturbations, we speculate that FMO-4 acts as a calcium sensor, and when calcium levels are too high or too low, FMO-4 responds by regulating downstream calcium signaling proteins to restore homeostasis in the cell. As FMO-4 is a predicted ER transmembrane protein, we hypothesize that FMO-4 is sensing changes in calcium levels in the ER and/or cytosol.

We note that our data reveal genetic interactions between *fmo-4* and other longevity pathways like DR, mTOR, FMO-2*,* and ATF-6. However, it is important to also understand on the protein level how FMO-4 is interacting with these pathways and how FMO-4 is regulating downstream calcium signaling components to promote longevity and paraquat stress resistance. For instance, it was previously shown that rabbit FMO protein forms a complex with calreticulin (Guan et al., 1991). It is possible that an increase in FMO-4 leads to more binding between FMO-4 and calreticulin, which ultimately prevents calreticulin from binding ER calcium. This would then allow for proper calcium flux from the ER to the mitochondria via the IP_3_R and MCU, respectively. Our future work will look into these protein interactions so that we can further tease apart the FMO-4-mediated longevity pathway. We also note that we have utilized RNAi knockdown rather than knockout mutants to assess these genetic interactions with *fmo-4*. In particular, we were wary of knocking out crucial calcium regulating genes, like *itr-1* and *mcu-1,* that already result in some level of sickness in the worms when knocked down (Figure 6B) or could potentially lead to other confounding metabolic changes if knocked out. We were able to obtain robust and reproducible results using RNAi knockdown, but recognize the caveats that come with not testing full deletion mutants.

While our transcriptomics analysis and calcium manipulations suggest *fmo-4* involvement in calcium regulation, there are other measures that can better assess an interaction between *fmo-4* and calcium. Carbachol and EDTA supplementation are not perfect assessments of altered calcium levels, as carbachol does not act in every tissue and EDTA may be depleting more than just calcium from the cell. Thus, future studies should measure calcium levels and calcium flux in *fmo-4* OE and KO worms using GCaMP expressing worms to determine the direct link between *fmo-4* expression and calcium in the cell. Additionally, to determine if FMO-4 is acting as a calcium sensor or interacting with one to regulate calcium homeostasis, development of FMO-4 antibodies for immunoprecipitation assays would be useful (Kaufmann and Sauter, 2017). Together, it will be important to establish the biochemical parameters of the FMO-4 calcium interaction.

As calcium signaling occurs between the ER and the mitochondria, our results could have interesting implications in ER-mitochondrial metabolism. We would expect that FMO-4 regulates ER-mitochondria metabolism because (1) FMO-4 is a predicted ER transmembrane protein and blocking the expression of another ER transmembrane protein, ATF-6, induces the expression of *fmo-4*, (2) *fmo-4* OE worms are highly sensitive to ER calcium stress but resistant to ROS induced stress, (3) lifespan extension driven by *fmo-4* depends on mitochondrial calcium import (*mcu-1*), and (4) Fmo gene expression is induced by mitochondrial inhibitors (Huang et al., 2021). Additionally, changes in mitochondrial calcium import affect various mitochondrial measures like respiration, dynamics (i.e. fission and fusion), membrane potential, and TCA cycle activity (Duchen, 2000). Future studies will delve into how *fmo-4* perturbations impact each of these measures and if they act in the *fmo-4-*mediated longevity pathway. Based on our data, we speculate that *fmo-4* OE may increase mitochondrial calcium by regulating *mcu-1* activity, and that *fmo-4* OE worms may in turn be regulating ROS production in the mitochondria. We hypothesize that changes in *fmo-4* expression will alter mitochondrial respiration, dynamics, membrane potential, and TCA cycle activity. Taken together, future experiments will shed light on the role that FMOs play in calcium regulation and mitochondrial metabolism and will help to further tease apart the FMO-mediated longevity pathway.

## Materials and methods

### Strains and growth conditions

Standard *C. elegans* cultivation procedures were used as previously described (Leiser et al., 2015). Briefly, all worm strains were maintained on solid nematode growth media (NGM) using *E. coli* OP50 throughout life except where double stranded (ds) RNAi (*E. coli* HT115) were used. Worms were transferred using a platinum wire. All worm strains were kept at 20 °C. RNAi used is listed in Supplementary file 3. Worm strains are listed in Supplementary file 4. Genotyping primers are listed in Supplementary file 5.

### Development assays

Animals were synchronized by placing 10 gravid adult worms on NGM plates seeded with *E. coli* OP50 to lay eggs for 1 hr at 20 °C. The gravid adult worms were then removed, and the eggs were allowed to hatch and develop at 20 °C until larval stage 2 (L2). At this point the L2 worms were moved to individual 35 mm NGM plates seeded with *E. coli* OP50, one worm per plate. This was done for each worm strain tested and ten total 35 mm plates per worm strain were prepared. The worms were then followed through development and watched hourly during young adulthood to score the time of the first egg lay, as previously described (Leiser et al., 2015). Development time was reported in hours since egg lay. Three replicate experiments were performed. For development on DMSO control or thapsigargin, the same protocol was followed except that the L2 worms were moved to individual 35 mm NGM plates seeded with *E. coli* OP50 that were spotted with either DMSO or 1 mg/mL thapsigargin, one worm per plate.

### Stress resistance assays

#### Paraquat stress assay

Paraquat (Methyl viologen dichloride hydrate, 856177, Sigma-Aldrich) was used to induce oxidative stress. Worms were synchronized from eggs on either NGM plates seeded with *E. coli* OP50 or RNAi plates seeded with HT115 strain expressing dsRNAi for a particular gene. At L4 stage, 30 worms were transferred to either NGM plates or RNAi-FUdR (40690016, Bioworld) plates containing 5 mM paraquat dissolved in water. Three plates per strain per condition were prepared, for a total of 90 worms per condition. As previously described, worms were then scored every other day and considered dead when they did not move in response to prodding under a dissection microscope (Leiser et al., 2015). Worms that crawled off the plate were not considered, but ruptured worms were noted and considered. Three replicate experiments were performed. Log-rank test was used to derive p-value for paraquat stress resistance survival assays using p<0.05 cut-off threshold compared to EV or wild-type controls. Cox regression was also used to assess interactions between genotype and condition for paraquat stress resistance survival assays using p<0.01 cut-off threshold compared to controls.

#### Heat stress assay

Worms were synchronized from eggs on NGM plates seeded with *E. coli* OP50. Once the worms reached day 1 of adulthood, 25 worms of each strain were transferred to 35 mm NGM plates seeded with *E. coli* OP50 (Burkewitz et al., 2020). Four plates per strain per condition were prepared, for a total of 100 worms per condition. The plates were placed in a single layer on a tray and incubated at 37 °C for 3 hr. After 3 hr, the plates were removed and placed at 20 °C for 24 hr to give the worms time to recover. After 24 hr, the number of dead and alive worms was counted. % Alive was calculated as (# alive/# total)×100 and graphed in Graphpad Prism using unpaired two-tailed t tests with Welch’s correction as well as one-way ANOVA to determine significance. Three replicate experiments were performed.

#### Tunicamycin stress assay

*E. coli* OP50 was cultured at 37 °C shaking overnight and then centrifuged and concentrated to 100 x. 100 µL of bacteria was added to 9.9 mL of S-media to create a 1 x mixture. 100 µL of this bacteria/S-media mixture was added to the wells of a Falcon non tissue culture treated clear flat bottom 96 well plate (Falcon, 351172). Approximately 20 eggs per worm strain were added to the wells of the 96 well plate as previously described (Leiser et al., 2015). Three replicates per worm strain were added to the 96-well plate, for a total of 60 eggs per worm strain. Then either 0, 1, 2, or 5 µg/mL of tunicamycin (Sigma, T7765) diluted in dimethyl sulfoxide (DMSO) (Sigma, D2650) was added to the wells. Total volume per well was 100 µL. The plate was incubated covered at room temperature on an orbital shaker for 72 hr. After 72 hr, each well containing worms was rinsed with 100 µL M9 and then added to individual 35 mm NGM plates seeded with *E. coli* OP50 to sit covered at room temperature overnight. The following day, plates were assessed for live adults. % Alive Adults was calculated by determining how many of the three technical replicates of a given strain showed at least one live adult and then graphed in Microsoft Excel. Three replicate experiments were performed.

#### Thapsigargin stress assay

To assess development of worms during chronic ER calcium stress, NGM plates seeded with *E. coli* OP50 were spotted with 25 µL 1 mg/mL thapsigargin in DMSO (Sigma) or DMSO only directly on to the *E. coli* OP50 lawns and allowed to dry overnight. Then, 30 synchronized L1’s per worm strain were added directly to the spotted lawns (Burkewitz et al., 2020). Forty-eight hours later, worms were picked off these plates, added to a 2% agarose pad on a glass slide, anesthetized in 0.5 M sodium azide (Sigma), and imaged at 6.3 x magnification (brightfield) with the LASx software and Leica scope. Three replicates were performed. Each worm was recorded in ImageJ. Data were analyzed in GraphPad Prism using unpaired two-tailed t tests with Welch’s correction.

### Thrashing assays

Animals were synchronized by placing 10 gravid adult worms on NGM plates seeded with *E. coli* OP50 and allowing them to lay eggs for 2 hr at 20 °C. The gravid adult worms were then removed, and the eggs were allowed to hatch and develop at 20 °C until day 1 adulthood. Worms were placed in a drop of M9 solution, as previously described (Leiser et al., 2015). The individual body bends were counted at maximum rate for 30 s. Thrashing was assayed on day 2 and day 10 of adulthood. The animals that were not used for the day 2 assay were transferred to fresh fed FUdR plates four times until they were ready to be assayed. Three replicates were performed. Data were analyzed in GraphPad Prism using unpaired two-tailed t tests with Welch’s correction as well as one-way ANOVA.

### Lifespan assays

Gravid adults were placed on NGM plates containing 1 mM β-D-isothiogalactopyranoside (IPTG), 25 μg/ml carbenicillin, and the corresponding RNA interference (RNAi) clone from the Vidal or Ahringer RNAi library. 200 µL of HT115 bacteria expressing double stranded (ds) RNA of either the control empty vector (EV) or the RNAi of interest at optical density (OD) of 3.0 and concentration of 3 X was added to each plate. After 3 hr, the adults were removed, and the eggs were allowed to develop at 20 °C until they reached late L4/young adult stage. From here, 70 worms were placed on each RNAi plate and transferred to fresh RNAi +FUDR plates on day 1, day 2, day 4, and day 6 of adulthood. A minimum of two plates per strain per condition were used per replicate experiment. Experimental animals were scored every 2–3 d and considered dead when they did not move in response to prodding under a dissection microscope. Worms that crawled off the plate were not considered, but ruptured worms were considered as previously described (Leiser et al., 2015). A similar method was used for non-RNAi lifespan experiments, except the plates did not contain IPTG and worms were fed *E. coli* OP50. 200 µL of *E. coli* OP50 at OD of 3.0 and concentration of 3 X was added to each plate. A similar method was also used for carbachol (Thermo Fisher, L06674.14) and EDTA (Thermo Fisher, AM9260G) supplementation lifespan experiments, except 50 µM carbachol or 50 µM EDTA was added to the NGM plates without IPTG, and worms were fed *E. coli* OP50. 200 µL of *E. coli* OP50 at OD of 3.0 and concentration of 3 X was added to each plate. Optimal concentrations of carbachol and EDTA (50 µM) were determined by assessing survivability of worms exposed to a range of concentrations. Log-rank test was used to derive p-value for lifespan assays using p<0.05 cut-off threshold compared to EV or wild-type controls. Cox regression was also used to assess interactions between genotype and condition for lifespan assays sing p<0.01 cut-off threshold compared to controls.

### Dietary restriction (sDR) lifespan assay

Gravid adults were placed on NGM plates seeded with 200 µL *E. coli* OP50. After 3 hr, the adults were removed, and the eggs were allowed to develop at 20 °C until they reached late L4/young adult stage. From here, 70 worms were transferred to fed FUdR plates seeded with 200 µL of *E. coli* OP50 at OD of 3.0 and concentrated 3 X on days 1 and 2 of adulthood. On day 3 of adulthood, DR conditions were transferred to plates with 10^9^ seeded lawns and transferred every other day four times while the corresponding controls were transferred equally to fed ad-lib plates. This form of DR is termed solid DR (sDR; Greer and Brunet, 2009). 80 µL of 10 mM palmitic acid (Sigma-Aldrich) dissolved in 100% EtOH was added to the outer rim of the plate to prevent fleeing. A minimum of two plates per strain per condition were used per replicate experiment. Experimental animals were scored every 2–3 d and considered dead when they did not move in response to prodding under a dissection microscope. Worms that crawled off the plate were not considered, but ruptured worms were considered as previously described (Leiser et al., 2015).

### Transcriptomic analysis

Approximately 600 day 1 adult worms per biological replicate were washed with M9 buffer three times, frozen in liquid nitrogen, and then stored at –80 °C. RNA was extracted by adding 500 mL of Trizol reagent to the frozen worm pellets, followed by three freeze-thaw cycles with liquid nitrogen and water bath at 42 °C. Then, 500 µL of ethanol was added to the samples, and RNA was isolated using the Direct-Zol Miniprep Plus Kit (Cat#R2072). Purified RNA was sent to Novogene (Novogene Corporation Inc) for sequencing on the Illumina HWI-ST1276 instrument. Messenger RNA was purified from total RNA by using poly-T oligo-attached magnetic beads. After fragmentation, first strand cDNA was synthesized using random hexamer primers, followed by second strand cDNA. The library was constructed, which entailed end repair, A-tailing, adapter ligation, size selection, amplification, and purification, and then was sequenced on an Illumina device using paired-end sequencing. Gene ontology analysis was done using the National Institutes of Health DAVID Bioinformatics tool. The dataset has been submitted to GEO NCBI (GEO accession #GSE288007).

### Gene expression assays

RNA was isolated from day 1 adult worms (approximately 600 worms per strain) following three rounds of freeze-thaw in liquid nitrogen using Invitrogen’s Trizol extraction method, similar to the method described above. 1 µg of isolated and purified RNA was reverse transcribed to cDNA using SuperScript II Reverse Transcriptase (18064071, Invitrogen,). Gene expression levels were measured using 600 ng of cDNA and SYBR Green PCR Mastermix (A25742, Applied Biosystems) with primers at 10 μM concentration. mRNA levels were normalized using Y45F10D.4 as a reference gene (Taki and Zhang, 2013). List of qPCR primers used are in Supplementary file 6.

### *fmo-4* induction on RNAi

Gravid *fmo-4p::mCherry* transcriptional reporter adult animals were placed on NGM plates containing 1 mM β-D-isothiogalactopyranoside (IPTG), 25 μg/ml carbenicillin, and the corresponding RNAi clone from the Vidal or Ahringer RNAi library. After 3 hr, the adults were removed, and the eggs were allowed to develop at 20 °C until they reached late L4/young adult stage. Then 40–50 worms per plate were transferred to similar plates that contain FUdR for overnight. The following day, ~20 worms per condition were picked off these plates, added to a 2% agarose pad on a glass slide, anesthetized in 0.5 M sodium azide (Sigma), and imaged at 6.3 x magnification with the LASx software and Leica scope using the mCherry fluorescence channel (Miller et al., 2022). Three replicates were performed. Fluorescent intensity in the mCherry channel was measured in ImageJ. Brightness of images within a dataset was increased to the same level. Data were analyzed in GraphPad Prism using unpaired two-tailed t tests with Welch’s correction.

### *fmo-4* induction on carbachol

Gravid *fmo-4p::mCherry* transcriptional reporter adult animals were placed on NGM plates seeded with *E. coli* OP50. After 3 hr, the adults were removed, and the eggs were allowed to develop at 20 °C until they reached late L4/young adult stage. Then 30 worms were transferred to NGM plates seeded with *E. coli* OP50 also containing either 300 µM carbachol (Thermo Fisher, L06674.14) or water. An optimal concentration of carbachol was determined by first assessing survivability of worms exposed to a range of concentrations and then by assessing fluorescence of the *fmo-4p::mCherry* reporter worms exposed to a range of concentrations. The worms were incubated for 24 hr at 20 °C. After 24 hr, ~20 worms per condition were then picked off these plates and added to unseeded NGM plates, anesthetized in 0.5 M sodium azide (Sigma), and imaged at 6.3 x magnification with the LASx software and Leica scope using the mCherry fluorescence channel (Miller et al., 2022). Three replicates were performed. Each worm was measured for fluorescence in ImageJ. Data were analyzed in GraphPad Prism using t tests.

### *fmo-4* induction assay on EDTA

Gravid *fmo-4p::mCherry* transcriptional reporter adult animals were placed on NGM plates seeded with *E. coli* OP50. After 3 hr, the adults were removed, and the eggs were allowed to develop at 20 °C until they reached late L4/young adult stage. Then 30 worms were transferred to NGM plates seeded with *E. coli* OP50 topically spotted with 150 µL of 0.5 M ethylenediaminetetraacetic acid (EDTA) (ThermoFisher, AM9260G) or 150 µL of water. An optimal concentration of EDTA was determined by first assessing survivability of worms exposed to a range of concentrations and then by assessing the fluorescence of the *fmo-4p::mCherry* reporter worms exposed to a range of concentrations. The worms were incubated for 24 hr at 20 °C. After 24 hr, ~20 worms per condition were then picked off these plates and added to unseeded NGM plates, anesthetized in 0.5 M sodium azide (Sigma), and imaged at 6.3 x magnification with the LASx software and Leica scope using the mCherry fluorescence channel (Miller et al., 2022). Three replicates were performed. Each worm was recorded in ImageJ. Data were analyzed in GraphPad Prism using t tests.

### GCaMP7f induction assay on carbachol and EDTA

Gravid GCaMP7f (SWF702; Dag et al., 2023) adult worms were placed on NGM plates seeded with *E. coli* OP50. After 3 hr, the adults were removed, and the eggs were allowed to develop at 20 °C until they reached late L4/young adult stage. Then 30 worms were transferred to NGM plates seeded with *E. coli* OP50 topically spotted with 150 µL of 0.5 M EDTA(Thermo Fisher, AM9260G), 300 µM carbachol (Thermo Fisher, L06674.14), or water. The worms were incubated for 24 hr at 20 °C. After 24 hr, ~20 worms per condition were then picked off these plates and added to unseeded NGM plates, anesthetized in 0.5 M sodium azide (Sigma), and imaged at 6.3 x magnification with the LASx software and Leice scope using the GFP fluorescence channel. Three replicates were performed. Each worm was recorded in ImageJ, with focus on the head region to assess neuronal expression. Data were analyzed in GraphPad Prism using t tests. For time course assays, gravid GCaMP7f adult worms were placed on unseeded NGM plates, anesthetized in 0.5 M sodium azide (Sigma), and imaged at 6.3 x magnification with the LASx software and Leica scope using the GFP fluorescence channel. Then 2 µL of either 300 µM carbachol or 10 mM EDTA were added to the worms and they were imaged using the GFP fluorescence channel at 0.5 min, 5 min, 10 min, 15 min, and 20 min. Three replicates were performed. Each worm was recorded in ImageJ, with focus on the head region to assess neuronal expression. Data were analyzed in GraphPad Prism using t tests.

### Statistical analyses

Log-rank test was used to derive p-value for lifespan and stress resistance survival assays using p<0.05 cut-off threshold compared to EV or wild-type controls. Cox regression was also used to assess interactions between genotype and condition for lifespans and stress resistance survival assays using p<0.01 cut-off threshold compared to controls. Source data 3 provides the results of the Log-rank test and Cox regression analysis, which were run in RStudio.

## Data Availability

Replicate data for all figures and figure supplements can be found in the source data files. Additionally, the RNA-sequencing dataset has been submitted to GEO NCBI (GEO accession #GSE288007). The following dataset was generated: TuckowskiAM BeydounS KittoES BhatA HowingtonMB SridharA BhandariM ChambersK LeiserSF 2025fmo-4 promotes longevity and stress resistance via ER to mitochondria calcium regulation in *C. elegans*NCBI Gene Expression OmnibusGSE28800710.7554/eLife.99971PMC1182848439951337

# Supplementary material for: fmo-4 promotes longevity and stress resistance via ER to mitochondria calcium regulation in C. elegans
**Source:** eLife. 2025 Feb 14;13:RP99971. doi: 10.7554/eLife.99971
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | N/A |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. |  | N/A |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | List of genotyping primers used to validate worm strains shown in Supplementary File 5. List of qPCR primers shown in Supplementary File 6. |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Provided throughout the text, legends, and in materials and methods section. Details on strain and genotype are listed in Supplementary File 4 |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | **N/A** |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N/A |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination |  | N/A |
| Randomisation |  | **N/A** |
| Blinding |  | N/A |
| Inclusion/exclusion criteria |  | N/A |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | This is stated in every legend of every figure and figure-supplement |  |
| Define whether data describe technical or biological replicates. | In each figure legend and figure supplement legend, it is stated how many replicate experiments were performed. |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | This is described in the section “Statistical Analyses” within the Methods and Materials. Statistical tests are also mentioned in the figure and figure supplement legends. |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | The GEO accession number and data availability information for the RNA-sequencing dataset are included in the “Transcriptomic Analysis” section of the Methods and Materials. |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | The GEO accession number is listed in the “Transcriptomic Analysis” section of the Methods and Materials. |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  | N/A |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |  | N/A |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

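Messenger RNA of whole day 1 adult worms was sequenced in 3 WT libraries and 3 libraries labelled *fmo-4* OE. The paper states selection on poly-T beads and paired-end Illumina sequencing, and about 600 worms per replicate. It names no aligner, counting tool, genome build, annotation release or testing tool. The coordinates of matched genes gave the same chromosome as the WBcel235 annotation for 100% of genes and the same start for 29.4%, with a median difference in start of 6 bases. Coordinates are therefore given as deposited.

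The deposited table gave, for each gene and library, the read count without normalization and a signal, which was the count divided by 1 size factor per library. The ratio of both was checked to be the same for every gene of a library. The table also gave the authors' log2 fold change of *fmo-4* OE over WT, the authors' p-value and their adjusted p-value. Both kinds of p-value came from the authors' comparison of the 6 libraries. Shorter deposited lists repeated the genes with a p-value under 0.05, in all and by direction. Genes with fewer than 2 reads in total were absent from the deposited table. The authors' p-value was missing for 15 genes, whose adjusted p-value was given as 1, and 6652 genes (33.0%) had an adjusted p-value of 1. The deposited gene length was used for tests on length. The signal, fold changes and p-values of the authors were used only for comparison. A further 60 columns of values for single libraries were not used here.

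Gene identifiers were matched to WormBase gene identifiers for 19870 of the 20138 genes. Names came from a table of gene names for 18797 genes, from the RefSeq annotation for 1025 and from the paper's supplement for 14, and 302 genes had no name. No gene was matched to *eft-3*, which is not reported.

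Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were filtered with filterByExpr at its defaults, which left 13413 genes, and normalized with TMM. TMM factors were 1.02, 1.03 and 0.941 in WT replicates 1 to 3 and 1.03, 0.972 and 1.01 in *fmo-4* OE replicates 1 to 3. Dispersions were estimated with estimateDisp and glmQLFit, both robust, and groups were compared with glmQLFTest, without a covariate. P-values were adjusted by Benjamini-Hochberg over the genes tested. Normalized counts are counts divided by the effective library size over its mean, and are given as mean ± SD over 3 libraries. The standard error of a log2 fold change is its absolute value divided by the square root of the F statistic. Genes with 3 or fewer counts in every library of a group were treated as at the limit of detection, and folds against them were computed against 3 counts. The number of genes with a count ranged from 16991 to 18062 per library, and the biological coefficient of variation sets the precision of a log2 fold change. For *fmo-4* the standard error was 0.18.

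Gene lists, 17 in all, were tested for over-representation among higher and among lower genes at an unadjusted p-value under 0.05 with a one-sided Fisher's exact test against all genes tested, and for a shift with camera of limma (preset correlation 0.01). Both were adjusted by Benjamini-Hochberg over the lists. The lists were calcium signaling and transport, the DAVID calcium ion binding term, the PANTHER calcium-binding proteins, Wnt signaling, TGFβ signaling, protein processing in the ER and UPR, proteasome, Skp1-related ubiquitin ligase subunits, hedgehog-related genes, transcription factor families, xenobiotic enzymes, collagen and cuticle, major sperm proteins, vitellogenins, oocyte and germline, early embryo zygotic genes and histones. The DAVID and PANTHER lists were taken from the paper's supplements, and 2 further supplementary sheets on annotation terms were held in part and were not used here.

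The tests, the lists, the genes to be named and the alternatives were set before the data were examined, apart from those described as chosen later. Named genes were the *fmo* genes, the genes named in the paper's text, donors of the transgene's promoter and 3′ UTR, *sca-1*, the genes of the DAVID and PANTHER calcium lists, the 5 genes with the smallest p-value in the paper's supplement, and the 5 highest and 5 lowest genes with an adjusted p-value under 0.05, a mean normalized count of at least 50 and no overlap between the groups. Other genes named were picked after their values were seen.

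The alternatives were the Wald test of DESeq2 1.42.0, RLE factors, library size without TMM factors, no filter beyond 1 count in total, at least 10 counts in every library, protein-coding genes only, replicate number as a covariate, each library left out in turn, an added fold threshold of 2, list tests among genes with an adjusted p-value under 0.05, camera with an estimated correlation, and fry. DESeq2 gave no adjusted p-value for 1050 genes and no p-value for 9, and these were counted as not passed. Alternatives set for tables without counts (another pseudocount, limma-trend) did not apply and were not run. A covariate for a division of the libraries was added after other divisions of the libraries had been compared.

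The tests were tested on simulated data of 13149 genes, in which 200 were changed 3-fold. The edgeR test recovered 165 of them (82.5%) with 6 false calls, and 4.74% of unchanged genes had an unadjusted p-value under 0.05. DESeq2 recovered 182 (91.0%) with 26 false calls. The changed genes were drawn among the more abundant ones, and each gene took the dispersion of the trend over abundance. Genes varied independently, and no division of the libraries was simulated. These rates are therefore not the power or error rate in the deposited libraries. The 6 libraries were also divided into 3 and 3 in all 10 ways and the tests repeated. Genes with a log2 fold change in the paper's supplement were compared with the values computed here by correlation across genes, without a p-value, since genes are not independent replicates.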

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

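The tests on exchanged labels, on the origin of the strain, on the deletion, on library size and *fmo-4* at the gene cluster, on gene length, on the share of the most abundant genes, on the sperm list as a covariate, on short transcripts, on the sperm and early embryo lists across the division of the libraries and on the collagen list with a covariate were chosen only after the result was seen, as was the reading of the ribosomal protein genes.

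The libraries labelled *fmo-4* OE held no reads from 10 neighbouring genes of chromosome V, from 3936374 to 3973001 (36628 bases, and at most 60382 bases between the nearest genes with reads on either side), while the WT libraries held 2849. This signal is in data that the paper does not discuss. A rule of at least 20 counts in every WT library and at most 3 in every other library, chosen after the run had been seen, picked 6 genes of the table, and all 6 lay in this run. The opposite pattern was found in 0 genes. The mean total of the libraries labelled *fmo-4* OE was 0.982 times that of WT, which argues against library size as the source. A candidate explanation is 1 deletion or insertion in the strain behind these libraries. The run was drawn around the 6 picked genes, so their lying in it is not a separate test. None of the 6 lay on another chromosome, and 0 genes within the run had a read in the libraries labelled *fmo-4* OE. The paper describes random integration of the transgene, and the strains differ in their making. Whether the lesion lies at the integration site, or was carried from elsewhere, was not tested. A response of the 10 adjacent genes to raised *fmo-4* in the worms collected is argued against by the log2 fold change of *fmo-4*, which was -0.24 with a standard error of 0.18. A response to *fmo-4* OE at an earlier time was not tested.

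The 27 major sperm protein genes fell as a list, with a median log2 fold change of -1.93 (quartiles -2.05 and -1.78), a camera adjusted p-value of 6.24e-26 and 23 lower genes where 0.813 were expected (28.3-fold). The over-representation was 12.9-fold without *fmo-4* OE replicate 1 and 17.5-fold without WT replicate 3. This was a difference between groups in data that the paper does not discuss. Adjusted over the list alone, 22 genes passed 0.05, and over all genes tested 0 did, with 23 at an unadjusted p-value under 0.05. The medians per library were 1.63, -0.82 and 1.58 on the centred log2 scale in WT replicates 1 to 3 and -0.76, -0.61 and -0.90 in *fmo-4* OE replicates 1 to 3. WT replicate 2 thus lay with the libraries labelled *fmo-4* OE, and the difference rests on WT replicates 1 and 3. Without WT replicate 2 the median was -2.38. All 27 genes had at least 10 counts in every WT library, 25 are in the study's own list of genes with a p-value under 0.05 and 0 are in another list here. The 3 most abundant, *msp-31*, *msp-81* and *msp-76*, chosen by abundance after the data were seen, had log2 fold changes of -1.89, -2.12 and -1.98. The genes of this family resemble each other, and reads shared among them were not tested, so the number of lower genes does not count independent results. The sperm stage of the worms at collection was not measured. The 6 vitellogenins leaned lower (median -0.22, 0 of 6 genes higher) without passing (camera adjusted p-value 0.0819), and passed with replicate number or the division of the libraries as a covariate, with DESeq2 and without WT replicate 1. The oocyte and germline list did not pass (median -0.03 over 26 genes, 0.309).

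The 25 genes transcribed in the early embryo rose as a list, with a median log2 fold change of 0.76 (quartiles 0.17 and 1.05), a camera adjusted p-value of 9.42e-09 and 7 higher genes where 1.08 were expected (6.48-fold, Fisher's exact test adjusted p-value 0.000322). This too was a difference between groups that the paper does not discuss. The medians per library were -0.62, 0.06 and -0.40 in WT and 0.11, 0.38 and 0.68 in the libraries labelled *fmo-4* OE. The over-representation was 5.67-fold without WT replicate 1 and 3.66-fold without WT replicate 3, where it did not pass. Of the 25 genes, 22 had at least 10 counts in every WT library, 9 are in the study's own list and 7 are in the transcription factor families, and the 18 genes in no other list had a median of 0.57. The 3 most abundant genes, *lin-26*, *die-1* and *sdz-27*, changed little (log2 fold changes 0.01, 0.30 and -0.18).

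Several explanations were weighed for the higher genes that are rich in developmental regulators. Gene length is argued against by the transcription factor families, which held 2.24-fold as many higher genes as genes of the same length would give, against 2.36-fold without that correction. Length had first been weighed by a list median already near 0, which could not decide. A few genes taking most of the reads is argued against by the shares of the 10 most abundant genes, which allow a change of all other genes by at most 0.018 on the log2 scale. A repeat with library size in place of TMM factors could not decide this and is not used. The shares were 7.88%, 8.23% and 7.63% in WT and 7.11%, 7.33% and 7.20% in the libraries labelled *fmo-4* OE. With the division of the libraries as a covariate, 4 of the 6 lists over-represented among the higher genes stayed so, the DAVID list left aside because the study chose it among them. More embryo RNA in the libraries labelled *fmo-4* OE may contribute, as the median of 0.76 for the early embryo list would need, although its most abundant genes did not rise with it. Sperm content stays open for these lists. It followed the groups in part (correlation of the library medians with the groups -0.69), since WT replicate 2 lay with the libraries labelled *fmo-4* OE. With the median of the sperm list in each library as a covariate, 2 of these 6 lists lost most of their median, the early embryo list falling to 0.28 and Wnt signaling to 0.03. The Skp1-related list went from 0.37 to 0.19, the collagen list from 0.94 to 0.79, the hedgehog-related list from 0.55 to 0.53 and the transcription factor families from 0.02 to 0.04. The DAVID list went from 1.22 to 0.62. In that fit 0 genes had an adjusted p-value under 0.05 and 368 an unadjusted p-value under 0.05, of which 225 were higher, and 0 of the 6 lists stayed over-represented among these. By camera, the shift of the collagen list still passed and those of the early embryo, hedgehog-related, Skp1-related and Wnt lists no longer did. Younger worms in the libraries labelled *fmo-4* OE, such as slower development would give, also stay open. They would raise the sperm and cuticle lists and lower the vitellogenins. The collagen and cuticle list was higher and the vitellogenins leaned lower, while the sperm list fell (median -1.93), but WT replicate 2 lay among the libraries labelled *fmo-4* OE, so the fall does not decide. A biological effect of the strain stays open and was not tested.

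The 125 collagen and cuticle genes rose as a list, with a median log2 fold change of 0.94 (quartiles 0.10 and 1.67), a difference between groups that the paper does not discuss at these genes. The medians per library were -0.69, -0.11 and 0.12 in WT and -0.50, 0.53 and 0.94 in the libraries labelled *fmo-4* OE, so *fmo-4* OE replicate 1 lay with WT. The median was 0.27 without *fmo-4* OE replicate 3 and 0.29 with at least 10 counts in every library. Of the 125 genes, 88 had at least 10 counts in every WT library, 34 are in the study's own list and 0 are in another list here. The 3 most abundant collagens, *col-124*, *col-20* and *col-140*, fell slightly (log2 fold changes -0.36, -0.27 and -0.16). With the division of the libraries as a covariate the median was 0.32, so that division may account for most of the shift. Sperm content as the whole source is argued against by the median of 0.79 with the sperm list as a covariate (quartiles 0.21 and 1.54), which still passed by camera. An effect of the strain on the cuticle stays open and was not tested.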

How the results depend on the processing

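The covariate for the division of the libraries was the only alternative here chosen after the result was seen. Each result was repeated under the alternatives named in the processing summary. The cause of a change was not tested unless stated.

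At the p-value threshold, the number of higher genes was 509 to 816 and that of lower genes 283 to 505 over the alternatives that kept all libraries and added no division. Leaving out 1 library at a time gave 219 (without *fmo-4* OE replicate 3) to 975 (without WT replicate 2) higher and 227 (without WT replicate 1) to 653 (without WT replicate 2) lower genes. With the division as a covariate, 703 genes were lower. After adjustment, leaving out 1 library gave 0 to 51 higher and 0 to 80 lower genes. Library size without TMM factors gave 0 higher genes (600 at an unadjusted p-value under 0.05), no filter gave 4, and at least 10 counts gave 0 higher and 0 lower (509 and 283 unadjusted), since the 4 lower genes have no counts in 3 libraries and were removed. DESeq2 gave 47 higher and 53 lower genes, and the covariate for the division 6 higher. Of the 984 genes past the p-value threshold, 697 to 978 stayed past it when all libraries were kept, and 401 (without *fmo-4* OE replicate 3) to 814 (without WT replicate 2) when 1 was left out. The 6 adjusted calls stayed in full with RLE factors, no filter, protein-coding genes only, DESeq2 and the division as a covariate, while 4 stayed with library size and 2 with replicate number as a covariate.

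Whether the replicate numbers pair the libraries stays open. Correlations of centred values within a number were 0.43 for replicate 1 and 0.36 for replicate 3, but -0.31 for replicate 2. Replicate number as a covariate gave 756 higher and 505 lower genes. With it, protein processing in the ER was over-represented (2.96-fold), and the shifts of histones (0.23) and vitellogenins (-0.22) passed.

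Most named genes kept their direction. Those that turned did so within their standard error. With the division as a covariate, *mcu-1* became 0.020, *rsks-1* -0.010, *cyc-1* -0.033 and *sca-1* 0.0095. Over single libraries left out, *fmo-5* ranged from -0.068 to 0.22 and *rsks-1* from -0.022 to 0.25 (both turned without WT replicate 1), and *cyc-1* from -0.064 to 0.10 (turned without WT replicate 1, WT replicate 2 or *fmo-4* OE replicate 2). The range was -0.16 to 0.63 for *fmo-2* (turned without WT replicate 2 or WT replicate 3), -0.031 to 0.072 for *vdac-1* (WT replicate 2, *fmo-4* OE replicate 2), -0.14 to 0.027 for *sca-1* (WT replicate 2, *fmo-4* OE replicates 2 and 3) and -0.028 to 0.17 for *atf-6* (WT replicate 3).

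No list changed the direction of its median with RLE factors or library size. The shifts called by camera were lost with both the estimated correlation and fry, at the same medians: 0.94 for collagen and cuticle, 1.22 for the DAVID list, 0.76 for the early embryo, 0.55 for hedgehog-related genes, -1.93 for major sperm proteins, 0.37 for Skp1-related genes, 0.15 for Wnt signaling and -0.26 for xenobiotic enzymes. Among genes with an adjusted p-value under 0.05, of which there were few, the 8 lists of collagen, DAVID, early embryo, hedgehog-related, major sperm protein, Skp1-related, transcription factor and Wnt genes fell to 0-fold, while they were over-represented among genes at an unadjusted p-value under 0.05 (24, 13, 7, 5, 23, 7, 25 and 7 genes). With at least 10 counts, the hedgehog-related list was 3.50-fold with a shift of 0.16 and lost both calls, and the proteasome list (-0.015) changed the direction that camera gave it. With the division as a covariate, collagen (1.74-fold, median 0.32) lost both calls and hedgehog-related genes (3.30-fold) lost the over-representation but kept the shift (0.46). Vitellogenins gained both (9.54-fold among lower genes, median -0.24), and protein processing in the ER (0.056) and transcription factors (0.0088) gained a shift. The direction changed for calcium signaling and transport (-0.015, by camera), the proteasome (0.00017) and TGFβ signaling (0.014). DESeq2 shifted vitellogenins past the threshold (-0.22).

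Over single libraries left out, over-representation ranged from 2.30 to 6.26 for collagen and cuticle (lowest without WT replicate 1). It ranged from 3.66 to 7.55 for the early embryo, 0 to 5.35 for hedgehog-related genes, 4.39 to 28.4 for the DAVID list, 3.00 to 16.5 for Skp1-related genes, 1.35 to 2.74 for transcription factors and 1.78 to 7.86 for Wnt signaling. The lowest value was that without *fmo-4* OE replicate 3 for hedgehog-related genes and that without WT replicate 3 for the others. Shifts ranged from -0.27 to -0.15 for vitellogenins (passed without WT replicate 1), -0.0052 to 0.051 for transcription factors (negative without WT replicate 1, passed without WT replicate 2 or *fmo-4* OE replicate 2), 0.066 to 0.22 for Wnt signaling (not passed without WT replicate 3 or *fmo-4* OE replicate 1), -0.14 to -0.0089 for TGFβ signaling (turned by camera without *fmo-4* OE replicate 2) and -0.089 to 0.031 for the proteasome (turned without *fmo-4* OE replicate 3). Among lower genes, the over-representation ranged from 12.9 to 27.7 for major sperm proteins (lowest without *fmo-4* OE replicate 1) and from 2.50 to 5.70 for xenobiotic enzymes (lowest without WT replicate 2), and passed in each of these fits. Leaving out *fmo-4* OE replicate 1 moved the median to 1.34 for collagen and cuticle, 1.03 for hedgehog-related genes and -0.16 for calcium signaling and transport, leaving out WT replicate 1 to 0.099 for histones, and leaving out WT replicate 3 to -0.19 for the PANTHER list.

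The log2 fold changes of the paper's supplement were followed closely across genes, which are not independent replicates. Over single libraries left out, Pearson's r was 0.980 to 0.994 and Spearman's rho 0.976 to 0.991, 437 to 991 genes also had an unadjusted p-value under 0.05, and 99.9% to 100% had the same sign. With the division as a covariate, r was 0.989 and rho 0.976. Of the supplement's genes with an adjusted p-value under 0.05, 119 had an unadjusted p-value under 0.05 here. A change in a correlation was judged against the standard deviation over the libraries left out, a rule that replaced a fixed tolerance.

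With 3 libraries per group and this spread between replicates, differences as small as that of *fmo-4* (standard error 0.18) could not be resolved from 0, and genes with few reads were left out by the filter.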

Differences from the paper's values

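None of the tests behind these values was chosen after the result was seen.

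The paper's supplement holds 125 transcripts with an adjusted p-value under 0.05 (the paper's value, 57 higher and 68 lower), and 6 were found here. Of the alternatives set before the data were examined, DESeq2 (100 transcripts) and leaving out WT replicate 2 (131 transcripts) close the gap. The other alternatives gave between 0 and 10. At least 10 counts in every library and leaving out WT replicate 1 gave 0, with 509 and 294 higher and 283 and 227 lower genes at an unadjusted p-value under 0.05, and no filter on low counts gave 10.

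The fold of *fmo-4* messenger RNA over WT is 132.8 with a standard deviation of 35.5 in the paper's qPCR of the ubiquitous *fmo-4* OE strain (the paper's values are 139.7, 164.4 and 94.41). In the hypodermal strain it is 45.2 with a standard deviation of 1.24 (the paper's values are 44.51, 46.6 and 44.4). The labels do not state which strain was sequenced, and in the libraries labelled *fmo-4* OE the fold was 0.849 times WT. The alternatives set before the data were examined gave 0.807 to 0.911, and none closes the gap to either strain.

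Fig. 5A of the paper names TGF-beta signaling, protein processing in the ER and proteolysis by the proteasome among the terms of the changed transcripts. With the lists used here, which are not the paper's terms, none of them was over-represented among higher or lower genes, with median log2 fold changes of -0.08, 0.05 and -0.04. None of the alternatives set before the data were examined brought the TGF-beta signaling or proteasome list past the threshold, and replicate number as a covariate did so for protein processing in the ER (2.96-fold).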

Other observations

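The tests on exchanged labels, on the origin of the strain, on short transcripts and on the sperm and early embryo lists across the division of the libraries were chosen only after the result was seen, and the ribosomal protein genes were read as stated only after their values were known.

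An increase of *fmo-4* was not found in the libraries labelled *fmo-4* OE. Among the 6 libraries, the highest normalized *fmo-4* count was 1.50 times the lowest, so no library carried the large excess that an exchange of labels among the 6 would leave in some of them. If transgene reads had been lost at *fmo-4* in the authors' counting, the 3′ UTR of *let-858* would bring reads to that gene, and its log2 fold change was -0.075 with a standard error of 0.11. That test reaches only reads placed on *let-858*. Libraries from a strain without the transgene, taken from outside these 6, cannot be told apart from these values, since a log2 fold change of -0.24 for *fmo-4* is what they would show, and no library of known *fmo-4* OE status is at hand for comparison. In the authors' deposited values, the log2 fold change of *fmo-4* was -0.23 with a p-value of 0.277 (not adjusted). Silencing of the transgene in the worms collected was not tested. The hypodermal transgene was built to express *fmo-4* from the *dpy-7* promoter, so reads of *dpy-7* itself do not tell which strain was sequenced. The *dpy-7* gene, whose promoter drives the hypodermal transgene, had 69.6 ± 79.9 normalized counts in WT and 311 ± 160 in the libraries labelled *fmo-4* OE, with overlap between the groups (log2 fold change 2.18, standard error 0.86, edgeR adjusted p-value 0.642), and its log2 fold change was 3.70 without WT replicate 2.

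The 6 libraries can be divided into 3 and 3 in 10 ways, so that no share below 0.1 can be reached. For genes at an unadjusted p-value under 0.05, 2 of the 10 divisions gave as many as the 984 of the labelled groups, the labelled groups included. For genes at an adjusted p-value under 0.05, 2 of 10 gave as many as the 6 found, and for lists at a camera adjusted p-value under 0.05, 3 of 10 gave as many as the 8 found. The division of WT replicate 3 and *fmo-4* OE replicates 2 and 3 from the other libraries gave 2907 genes at an adjusted p-value under 0.05 but 3 lists. WT replicates 1 and 3 with *fmo-4* OE replicate 1 gave 950 genes at an unadjusted p-value under 0.05, 0 after adjustment, and 9 lists. Neither the labels nor the paper name a batch that follows these divisions. Each side of the first division holds too few libraries of 1 group for a test within it.

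Genes of different length differed across that first division. Genes under 500 bases, a limit chosen after the division was seen, took 4.48% of the reads of WT replicate 3 and 4.34% and 4.06% of those of *fmo-4* OE replicates 2 and 3. In WT replicates 1 and 2 and *fmo-4* OE replicate 1 they took 2.60%, 2.68% and 2.62%. Across the division, the 914 genes under 500 bases had a median log2 fold change of 0.69 and the other 12499 genes one of -0.01. Of the short genes, 313 were higher and 19 lower at an adjusted p-value under 0.05. Most of the genes past it were not short, since 1298 of the other genes were higher and 1277 lower, which their median does not show. Across all genes, Spearman's rho of length and log2 fold change was -0.28, and across genes of at least 500 bases it was -0.23. A difference in library size is argued against, since 3160 genes passed after every library had been thinned to 17576872 reads. Sperm content of the worms is argued against by the major sperm proteins, whose median across the division was 0.018. Embryo content stays open, since the early embryo list had a median of 0.46 across the division with a camera adjusted p-value of 0.523, and its libraries overlapped between the sides. A difference in the recovery of short transcripts stays open. The short genes prompted it and do not test it, and among genes of at least 500 bases the trend (rho -0.23) goes with calls in both directions. A change in ribosome production stays open as well. Ribosomal protein genes of at least 500 bases also rose, with a median of 0.57 (quartiles 0.24 and 0.93, 56 genes), less than the 21 shorter ones (1.41, quartiles 0.70 and 1.97).

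The spread between replicates of the same group was measured against the sampling noise of the reads. The chi-square per degree of freedom of pairs within a group ranged from 11.8 to 117. Separate samples of worms would exceed that noise in any case, so no conclusion is drawn from these values. Of the other genes named in the paper, *rsks-1*, *vhl-1*, *daf-2* and *cyc-1* had log2 fold changes of 0.09, 0.21, -0.21 and 0.02, with standard errors of 0.16, 0.26, 0.13 and 0.13. The value of *vhl-1* ranged from 0.11 without *fmo-4* OE replicate 2 to 0.40 without *fmo-4* OE replicate 3. That of *daf-2* ranged from -0.27 without WT replicate 2 to -0.13 without WT replicate 3. The *daf-2* counts did not overlap between the groups, with an adjusted p-value of 0.839, and 11.1% of all genes tested showed no overlap, against 10% by chance. In the list of genes in the paper's supplement, a column of WormBase identifiers stood beside 776 genes. Of the 758 that could be compared, 2 were the identifier of the gene on the same line.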
